# dJun and Vri/dNFIL3 Are Major Regulators of Cardiac Aging in Drosophila

**DOI:** 10.1371/journal.pgen.1003081

**Published:** 2012-11-29

**Authors:** Véronique Monnier, Magali Iché-Torres, Michael Rera, Vincent Contremoulins, Céline Guichard, Nathalie Lalevée, Hervé Tricoire, Laurent Perrin

## Abstract

Cardiac aging is a complex process, which is influenced by both environmental and genetic factors. Deciphering the mechanisms involved in heart senescence therefore requires identifying the molecular pathways that are affected by age in controlled environmental and genetic conditions. We describe a functional genomic investigation of the genetic control of cardiac senescence in Drosophila. Molecular signatures of heart aging were identified by differential transcriptome analysis followed by a detailed bio-informatic analysis. This approach implicated the JNK/dJun pathway and the transcription factor Vri/dNFIL3 in the transcription regulatory network involved in cardiac senescence and suggested the possible involvement of oxidative stress (OS) in the aging process. To validate these predictions, we developed a new *in vivo* assay to analyze heart performance in various contexts of adult heart-specific gene overexpression and inactivation. We demonstrate that, as in mammals, OS plays a central role in cardiac senescence, and we show that pharmacological interventions impinging on OS slow heart senescence. These observations strengthen the idea that cardiac aging is controlled by evolutionarily conserved mechanisms, further validating Drosophila as a model to study cardiac senescence. In addition, we demonstrate that Vri, the ortholog of the vertebrate NFIL3/E4B4 transcription factor, is a major genetic regulator of cardiac aging. Vri overexpression leads to major heart dysfunctions, but its loss of function significantly reduces age-related cardiac dysfunctions. Furthermore, we unambiguously show that the JNK/AP1 pathway, the role of which in cardiac aging in mammals is controversial, is activated during cardiac aging and has a detrimental effect on cardiac senescence. This data-driven functional genomic analysis therefore led to the identification of key components of the Gene Regulatory Network of cardiac aging in Drosophila and may prompt to investigate the involvement of their counterparts in the cardiac aging process in mammals.

## Author Summary

Age-associated changes in cardiac structure and function have been implicated in the markedly increased risk of cardiovascular disease, but the molecular basis of these processes is ill-defined. It is difficult to study the genetics of heart aging in mammalian models because of their long life spans and their complexity, involving notably genetic redundancy. Here, we address this issue through identification of molecular signatures of cardiac aging in Drosophila, a model organism in which heart senescence occurs within 2 months. Tissue-specific transcriptome comparison of young and aging fly hearts were performed followed by *in silico* predictions of the regulatory networks involved. This analysis implicated oxidative stress (OS), the JNK/dJun pathway, and Vri/dNFIL3 in the gene regulatory network that drives cardiac senescence. Measuring heart variables *in vivo* following heart-specific genetic and pharmacological manipulations confirmed these predictions. We show that OS has a central role in the aging of the fly heart. Moreover, heart-specific partial knockdown of dJun and Vri prevented cardiac senescence, demonstrating that they are essential regulators of cardiac aging. Thus, our results uncover two major genetic determinants of Drosophila cardiac aging whose activities enhance heart senescence. It may therefore be valuable to investigate their involvement in the cardiac aging process in mammals.

## Introduction

Age-associated changes in cardiac structure and function may contribute to the markedly increased risk for cardiovascular disease, what urges the need to understand heart aging at the molecular level. Cardiac senescence is a complex process, characterized by impaired cardio-acceleration during stress (cardiac reserve) and increased arrhythmia; it involves interactions between age, lifestyle, various diseases and genetic components [1]. Addressing the genetic basis of heart aging in mammalian models is challenging, due to their long life span, the complexity of the process (many genes may be involved), the complexity of the models themselves (genetic redundancy) and the complex interactions between genetic traits and age/disease/lifestyle. There is therefore a need for simpler model organisms where genetic components of cardiac senescence can be more readily and rapidly assessed.

Drosophila has recently emerged as an attractive model of cardiac aging [2]. Drosophila develops to adulthood quickly, has a relatively short life span (50 to 70 days at 25°C) and is a highly tractable genetic system. The feasibility of analyzing large cohorts of individuals in tightly controlled environments makes it a powerful model for aging studies. Analogous to observations in elderly humans, the maximal heart rate is significantly lower in old than young Drosophila [3], and an age-associated increase in rhythm disturbances has been observed. Wessells *et al* [4] demonstrated that modulating the insulin signaling pathway (which has a conserved role in regulating life span [5]) exclusively in the fly heart prevents the decline in cardiac performance with age. Several recent reports further support the use of Drosophila for analyzing cardiac responses to age-related stress (reviewed in [2]). For example, the K^+^_ATP_ channel encoded by the *dSur* gene appears to play a protective role against hypoxic stress, very much like its vertebrate counterpart, and *dSur* expression decreases with age, consistent with it being involved in the heart aging phenotype [6]. However, in spite of these pioneering studies, the molecular pathways involved in the progressive modifications of heart performance with age, and their genetic and environmental control, are still poorly defined.

Here, we describe a functional genomic approach to investigate the genetic control of cardiac senescence in Drosophila. First, we identified molecular signatures of heart aging by differential transcriptome analysis of young (10 days) and aging (40 days) adult hearts. Data mining, which included prediction of transcription regulatory networks [7], suggested that the JNK/AP1 pathway and the Vri/NFIL3 transcription factors are central to regulating cardiac senescence. This analysis also identified a potential role of oxidative stress (OS). These predictions were tested by analyzing measures of heart senescence *in vivo* in flies following heart-specific genetic manipulations. In particular, the JNK/AP1 pathway was clearly found to be activated during cardiac aging and to have a detrimental effect on cardiac senescence. Furthermore, we demonstrate that the transcription factor Vri/dNFIL3 is a major genetic regulator of cardiac aging. Vri overexpression led to major heart dysfunction and its loss of function significantly reduced cardiac senescence. Thus, our study reveals two major genetic determinants of Drosophila cardiac aging, and paves the way for further studies in mammals.

## Results/Discussion

### Identification of cardiac aging signatures by differential transcriptome analysis

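Gene expression was measured in dissected cardiac tubes, the tubular heart of the fly, from male flies aged 10 and 40 days. Each sample held RNA of 10 cardiac tubes, and 4 biological replicates, named A to D, were made at each age from flies kept in batches of 30 at 25°C and 60% humidity. RNA of each of the 8 samples was amplified, labelled once with Cy3 and once with Cy5, and hybridized to 8 arrays of 1 slide, so that each array held a 10-day and a 40-day sample in opposite dyes. The deposited scanner intensities, which are not normalized, cover 132999 probes of 16637 transcripts, with 8 probes for 16617 of these, and 4100 random control probes. The median intensity of the gene probes in a channel was 81.2 to 102.9 at 10 days and 57.3 to 109.8 at 40 days, against 55.8 to 86.4 and 44.2 to 90.0 for the control probes. Between 22.1% and 29.7% of the gene probes were brighter than the 95th percentile of the control probes in a 10-day channel, and between 22.6% and 29.0% in a 40-day channel, so most probes lay near background. Intensities were corrected for background with the normexp model (offset 50), normalized within each array by loess and turned into log2 ratios of 40 to 10 days. The 2 dye-swapped arrays that the labels and Text S1 give to a replicate letter were averaged, the probes of a transcript were averaged, and the 4 resulting ratios were tested with limma at an adjusted p under 0.01. A transcript is counted below as a gene.
The labels and the authors' normalized value table differ on which samples shared an array. Of the 16 columns of that table, 8 follow the scanner channel of their own sample and 8 that of another sample of the same age and dye, with a correlation across probes of at least 0.992 for the channel followed and at most 0.941 for the next. Both sources group the 10-day channels alike, and the 2 channels of a 10-day extract correlated across transcripts at 0.67 to 0.80, as deviations from channels of the same age and dye. The 2 channels of a 40-day extract correlated at 0.63 to 0.85 when paired as in the value table and at -0.34 to 0.32 when paired as in the labels; transcripts are not independent replicates. The age in each channel is the same in both sources, so directions do not depend on the choice, but the 4 ratios may share 40-day extracts between them. Ratios that share an extract are not independent, so the standard errors and adjusted p of the 4 ratios may be too small. Counts are therefore also given for the value table with each column under its own sample, as 4 samples of 10 days against 4 of 40 days, a comparison added after the data had been seen. Gene names were taken from Table S1, of which the first 1998 of the 3097 probes were used, and by matching the mean signal and mean fold of each gene in Table S2 to the probes of a transcript, which placed 630 of 642 induced and 472 of 472 repressed entries. The 1210 transcripts named in this way, of 1114 genes, were all called by the study, so the direction of a named group is not independent evidence.

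**Figure D1:**
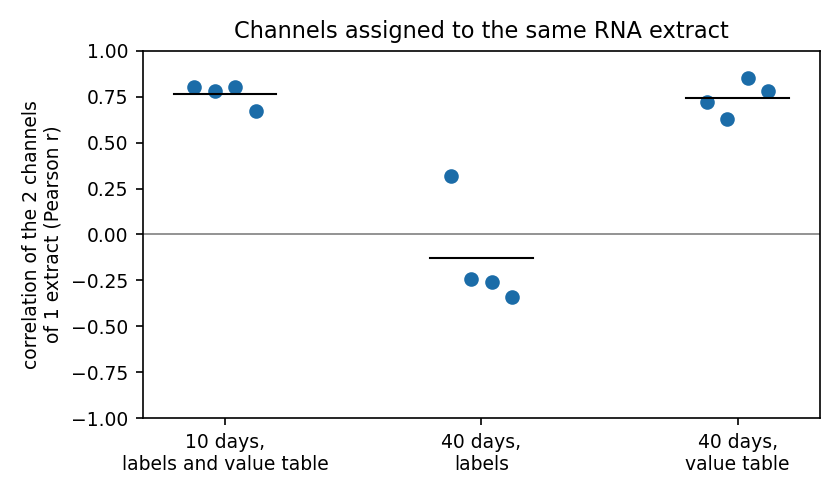
Pearson correlation across transcripts (y axis, no unit) between the 2 array channels assigned to 1 RNA extract, for the 10-day extracts and for the 40-day extracts as paired by the labels and by the value table (x axis). Each point is 1 of 4 extracts and each line the mean of the 4. The 40-day points lie between -0.34 and 0.32 with the labels and between 0.63 and 0.85 with the value table.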

To identify molecular signatures of cardiac aging, we performed a differential transcriptome analysis to compare young (10 days) and aging (40 days) hearts. At age 40 days, manifestations of cardiac senescence are clearly visible [3], [4], although flies still exhibit low mortality (<10%) in all genetic conditions tested. Flies were raised in tightly controlled conditions and RNA extracted from dissected hearts was used to probe microarrays (see experimental procedures for details): 3097 probes representing 1107 unique Drosophila genes were found to be differentially expressed between the two time points, including 635 genes induced and 472 repressed at age 40 days (Table 1 and Table S1 and S2, full transcriptome data are accessible in the Gene Expression Omnibus database under the accession number GSE40253).

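In 40-day cardiac tubes 24 transcripts were higher and 7 were lower than in 10-day tubes, out of 16637 tested with limma at an adjusted p under 0.01. The largest rise was that of CG7763, with a log2 ratio of 5.47 (standard error 0.22, n = 4 replicate ratios, adjusted p = 0.007 from limma), or 44.3-fold. CG15210 rose by 3.12 (standard error 0.16, adjusted p = 0.0092 from limma), and CG18563, CG30026 and CG30090 rose by 2.42, 2.35 and 2.23 on the log2 scale. The falls were smaller and concerned 4 genes. A transcript of CG1648 fell by 1.85 (standard error 0.09, adjusted p = 0.0084 from limma), regucalcin, which encodes a calcium-binding protein, fell by 1.75 (standard error 0.09, adjusted p = 0.0084), the peptide hormone gene CCHa2 fell by 1.71 (standard error 0.09, adjusted p = 0.0092) and CG4847 fell by 1.29 (standard error 0.05, adjusted p = 0.006). All 31 transcripts moved in the same direction in the 4 replicate ratios. By single probes, 442 were higher and 61 lower at 40 days, and 153 and 23 transcripts had at least 1 such probe. Compared as 4 samples against 4, 50 transcripts were higher and 6 lower, and 25 of these 56 were among the 31; of the 4 genes that fell, CG1648 and CCHa2 did not pass there (adjusted p = 0.16 and 0.044 from limma). With the log ratios only centred on their median, 37 were higher and 5 lower, and in the value table by replicate letter 4 were higher and 0 lower (limma, 1785 at an unadjusted p under 0.05), with 3 of the 31 among them. By that table's own assignment the 10-day and 40-day samples of a letter did not share both arrays. For letter B they lay on arrays 5 and 6 and on arrays 2 and 3. The fit by letter therefore pairs samples that were partly or wholly hybridized apart. No transcript passed limma's threshold when any 1 replicate letter was left out, with 1610 to 2937 transcripts at an unadjusted p under 0.05.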

**Table 1:** Molecular pathways and putative transcription regulatory networks affected during cardiac aging.

	N° of genes(1)	GO term enrichment(2)	Oxidative Stress		JNK pathway(5)	CisTargetX Analysis(6)
			MnSOD Transcriptome Enrichment(3)	Paraquat Transcriptome Enrichment(4)		
**Induced**	635	defense response	147/1025	63/538	29/133	AP1/Jun (z = 6.78)
**(cluster 2)**		response to stress	p<10^−20^	p<2 10^−5^	p<10^−7^	Evi1 (z = 6.08)
		vesicle-mediated transport				GATA (z = 4.08)
		carbohydrate catabolic process				
**Repressed**	472	cellular respiration	32/1305	37/611	nd	Vri/NFIL3 (z = 6.12)
**(cluster 1)**		electron transport chain	P = 0.3	P = 0.15		
		hexose metabolic process				

Overview of differential gene expression analysis between 10 days and 40 days adult cardiac tubes. Enrichment p values were calculated using a test based on hypergeometric distribution.

(1) Statistically significantly deregulated genes between 10 and 40 day-old dissected hearts were determined using Limma software from normalized expression data (See Table S1 and S2).

(2) GO term enrichments were determined using the Flymine database (www.flymine.org) (see Table S5 for details).

(3) [13]; See Table S6 for details.

(4) [14]; See Table S7 for details.

(5) [17], [18]; see Table S9 for details.

(6) Transcriptional regulatory network were predicted with cisTargetX (http://med.kuleuven.be/cme-mg/lng/cisTargetX/.) The z score of the most representative TF-binding motif is indicated for each motif family. (See Table S8 for details).

To validate the microarray expression data by quantitative real-time PCR, seven genes with different expression profiles (3 down regulated and 4 up regulated) were selected. 

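On the arrays, CG6981, which encodes the septate junction protein Snakeskin, had a log2 ratio of 40 to 10 days of 3.46 (standard error 0.08, n = 4 replicate ratios, adjusted p = 0.006 from limma), an 11-fold rise, and all 8 of its probes were higher. The tetraspanin gene Tsp42Ed had a ratio of 2.03 (standard error 0.19, adjusted p = 0.025 from limma) over its probes together, and 4 of its probes passed singly. The log2 ratio of rost was 0.89 (standard error 0.28, adjusted p = 0.23 from limma), above 0 in 3 of 4 replicates. Among the genes with lower values at 40 days, ATPsyn-Cf6, a subunit of the mitochondrial ATP synthase, had a log2 ratio of -1.06 (standard error 0.14, adjusted p = 0.054 from limma). CG11015, another gene of the respiratory chain, had -0.93 (standard error 0.22, adjusted p = 0.16 from limma). The antioxidant enzyme gene Prx5 had -0.57 (standard error 0.18, adjusted p = 0.24 from limma), below 0 in 3 of 4 replicates. Jra had the log2 ratio of the smallest absolute size among the 7 genes, 0.27 (standard error 0.06, adjusted p = 0.14 from limma). With the 4 replicate ratios, CG6981 was the only one of the 7 past the threshold of 0.01. In the comparison of 4 samples against 4, Tsp42Ed passed as well (adjusted p = 0.0033 from limma).

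**Figure D2:**
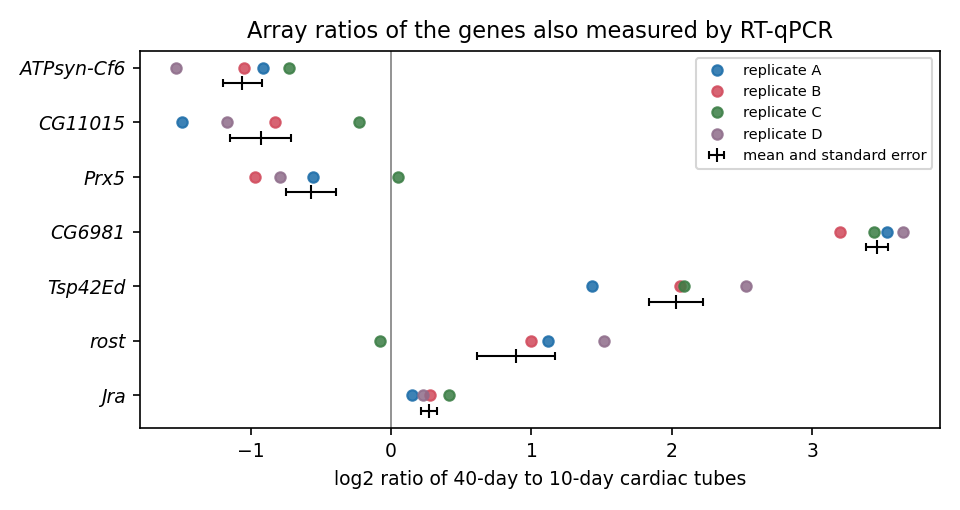
Log2 ratio of 40-day to 10-day cardiac tubes (x axis) for the 7 genes (y axis). Each colored point is 1 of 4 replicate ratios, and the black mark below the points is their mean with its standard error. All 4 points of CG6981 and Tsp42Ed lie above 0 and all 4 of ATPsyn-Cf6 below it.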

In all cases tested, the changes observed in the arrays were confirmed (Figure S1).

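Table S3 lists 278 genes induced and 245 repressed in the old heart that other studies had found to respond to age. In the array data 15 of the 278 rose and 3 of the 245 fell between 10 and 40 days (limma, adjusted p under 0.01), while 90 were higher and 14 lower at an adjusted p under 0.05. CG8353 rose by 3.37 on the log2 scale (standard error 0.16, n = 4, adjusted p = 0.0084 from limma), and a second transcript of CG1648 fell by 1.61 (standard error 0.07, adjusted p = 0.0082). The median log2 ratio was 0.70 for the induced and -0.78 for the repressed genes of the table. The study chose these genes on the same samples, so their direction is not independent evidence. With 4 samples against 4, 32 rose and 3 fell, but not the same 3, as CG1648 (adjusted p = 0.18 from limma) and CCHa2 (adjusted p = 0.044) did not pass.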

Almost half of the genes identified as being differentially expressed (523, 47%) have previously been described as age responsive in previous studies focused on whole individual, or other body parts (Table S3); these genes therefore contribute to molecular signatures common to aging. However, more than half of the genes that were differentially expressed with age in the heart had not previously been identified as being age related. This indicates that the aging of the heart, and probably other organs, may present particular traits and confirms the relevance of tissue-specific transcriptome analysis.

Differentially expressed genes were analyzed for Gene Ontology (GO) term enrichment (Table 1 and Table S4). 

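Of 66 respiratory chain genes listed before the data were examined, 12 could be named. All 12 had lower values at 40 days, with a median log2 ratio of -0.85. A gene could be named only if the study had called it, so the direction of the named genes here is not independent evidence. None passed limma's adjusted p under 0.01 over all transcripts, and 2 passed at 0.05. Those with the smallest p were CG3321, with a log2 ratio of -0.99 (standard error 0.11, n = 4, adjusted p = 0.039 from limma), and CG6105, with -1.0 (standard error 0.12, adjusted p = 0.040), both subunits of the ATP synthase. In the tricarboxylic acid cycle 5 of 17 genes could be named, of which none fell at 0.01; the fumarase gene l(1)G0255 had -0.60 (standard error 0.06, adjusted p = 0.028). Table S5 gives 49 repressed genes of mitochondrial bioenergetics, with a median of -0.72, and none fell at 0.01 while 3 were lower at 0.05; it was drawn from these samples and is not independent evidence. The table also holds second copies of respiratory chain genes, many of which are used in testis. Of 14 such copies listed in advance 8 were named, with a median log2 ratio of -0.83 and none past 0.01, such as CG7211 (-0.84, standard error 0.17, adjusted p = 0.13) and CG11043 (-0.58, standard error 0.13, adjusted p = 0.15). The 8 include Vha16-2, a gene of the vacuolar ATPase rather than the respiratory chain. It had been seen among the repressed genes of Table S2 when the lists were written. Markers of testis also had lower values at 40 days, with a mean of 9.36 ± 0.67 (SD, n = 4) on the log2 scale at 10 days and 7.84 ± 0.50 (SD, n = 4) at 40 days over 5 named genes. Of 31 listed testis markers only these 5 were named, all of them repressed in the study. The testis list was written after some of them had been seen in Table S2. Compared as 4 samples against 4, no respiratory chain or tricarboxylic acid cycle gene passed 0.05.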

The set of under-expressed genes (cluster 1) was enriched for genes involved in cellular respiration and mitochondrial bioenergetics (Table S5), including those encoding mitochondrial proteins involved in electron transport. This appears to be a general signature of aging tissues in fly, mouse and humans [8]. The set of genes induced during cardiac aging (cluster 2) was enriched for inflammation and immune defense genes, another general trend of aging tissue in flies [9], [10] and mice [11]. 

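Of 28 antimicrobial peptide genes listed before the data were examined 16 could be named. All 16 had higher values at 40 days, with a median log2 ratio of 1.86. Names exist only for genes the study called on these arrays, so the direction of the named immune genes is not independent evidence. At an adjusted p under 0.01 from limma 3 of them rose and 12 were higher at 0.05. The attacin genes AttC and AttA rose by 3.63 (standard error 0.15, n = 4, adjusted p = 0.0074 from limma) and 1.71 (standard error 0.06, adjusted p = 0.006), and the immune-induced IM23 rose by 3.06 (standard error 0.15, adjusted p = 0.0084). Peptidoglycan recognition genes, whose products bind bacterial cell wall, had a median of 1.92 over 7 named of 16, with none past 0.01 and 5 higher at 0.05; PGRP-SC2 had a log2 ratio of 4.32 (standard error 0.26, adjusted p = 0.011) and PGRP-SA 2.65 (standard error 0.16, adjusted p = 0.011). The 3 named Turandot genes, which encode secreted stress peptides, had a median of 2.25, and none passed 0.05. Among 8 named immune signalling genes, none passed 0.01 and 3 were higher at 0.05. The signalling gene pirk had 1.52 (standard error 0.11, adjusted p = 0.015) and imd had 0.71 (standard error 0.06, adjusted p = 0.021). Of the 74 defense, immune and stress genes of Table S5, 3 rose and 28 were higher at 0.05; these were selected on the same samples. Of 6 named haemocyte markers, the phagocytic receptor gene nimC4 rose by 2.06 (standard error 0.08, adjusted p = 0.006), while Hml had -1.43 (standard error 0.14, adjusted p = 0.028). In the comparison of 4 samples against 4, 5 antimicrobial peptide genes and 2 peptidoglycan recognition genes rose.

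**Figure D3:**
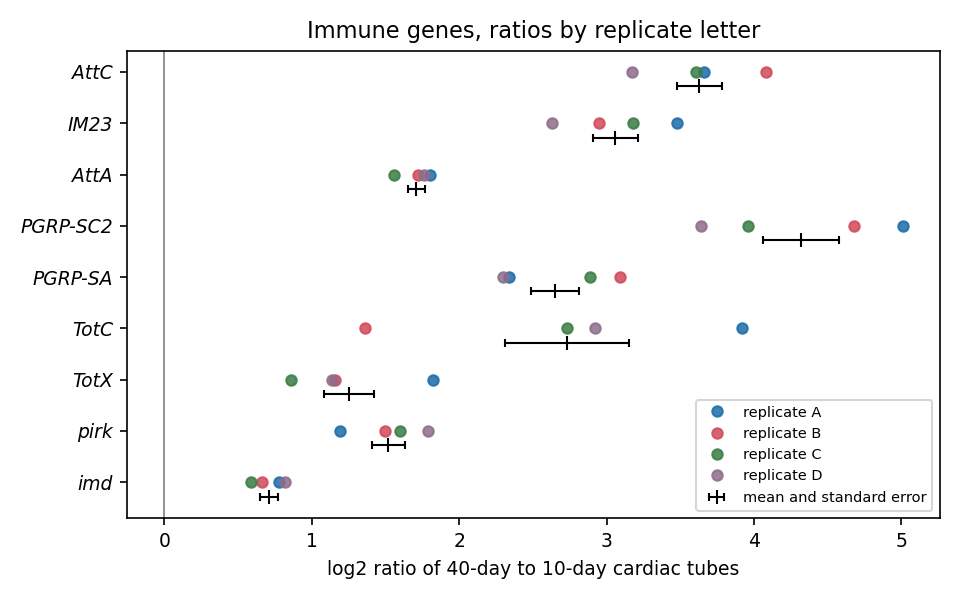
Log2 ratio of 40-day to 10-day cardiac tubes (x axis) for 9 immune genes (y axis), with 1 colored point for each of 4 replicate ratios and a black mark for their mean with its standard error. The points of all 9 genes lie above 0, and the means run from 0.71 for imd to 4.32 for PGRP-SC2.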

Genes involved in carbohydrate metabolism also show significant changes during aging, indicating a putative modification of energy metabolism.

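Of 16 genes of glycolysis and gluconeogenesis listed before the data were examined 6 were named, with 4 below and 2 above 0 and none past the threshold in limma. Pepck, the enzyme that commits carbon to gluconeogenesis, had a log2 ratio of -1.93 (standard error 0.45, n = 4, adjusted p = 0.16 from limma), and the glycolytic gene Gapdh2 had 0.38 (standard error 0.06, adjusted p = 0.084). In Table S5, 12 repressed genes are marked for glycolysis and gluconeogenesis, and their median log2 ratio was -0.72. None of these 12 passed 0.05. CG32444 had the lowest value, -2.40 (standard error 0.32, adjusted p = 0.052). It passed in the comparison of 4 samples against 4 (adjusted p = 0.0063 from limma). It also passed with 8 arrays as independent replicates (adjusted p = 0.00054 from limma), a fit that counts arrays of the same samples separately and so overstates the replication. The pyruvate dehydrogenase gene l(1)G0334 had -0.39 (standard error 0.06, adjusted p = 0.083).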

Increased oxidative stress (OS) has repeatedly been linked to the aging process (see [12] for recent review) and the down-regulation of mitochondria-related processes observed here (Table S2 and S5) may signal impaired mitochondrial function in the aging heart. We therefore compared heart-deregulated genes with published transcriptome analyses of oxidative stress-responsive genes in the adult fly [13] [14]. 

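The 140 genes of Table S6 that are higher in the old heart and with MnSOD overexpression had a median log2 ratio of 40 to 10 days of 0.64. In the heart arrays 5 of the 140 rose at an adjusted p under 0.01 from limma and 37 were higher at 0.05. CG4269 rose by 3.37 (standard error 0.14, n = 4, adjusted p = 0.007 from limma), and the immune genes Dro and Listericin had log2 ratios of 2.72 (standard error 0.21, adjusted p = 0.020) and 1.99 (standard error 0.13, adjusted p = 0.012). At the other end Aats-asn had 0.03 (standard error 0.08, adjusted p = 0.91) and Myo31DF 0.07 (standard error 0.06, adjusted p = 0.62) over their 8 probes. The heart side of the table was selected on these samples, so the direction of the 140 is not independent evidence. With 4 samples against 4, 10 of the 140 rose. Tables S1 and S2 give different genes for the values of Dro, and the name in Table S1 is used. In Table S2 these values belong to Drs. Members of the list were found by their gene in Table S2, so the MnSOD response may be that of Drs. Only the heart arrays were analysed here; Dro, Listericin, Aats-asn and Myo31DF were chosen after their values were seen.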

One-hundred-and-forty up-regulated genes in the aged heart were found to be also up-regulated in mild MnSOD overexpression conditions ([13], enrichment, p<10^−20^) that induce a mild H_2_O_2_ -mediated OS (Table 1 and Table S6). In addition, 63 up-regulated genes were also found to be activated following oxidative stress induced by paraquat treatment ([14]; enrichment p<5 10^−5^, Table S7). These observations suggest that oxidative stress plays an important role in Drosophila heart aging. This notion was further supported by cardiac-specific manipulation of Catalase expression, a reactive oxygen species-scavenging enzyme (see below).

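Among the 63 genes of Table S7 that are higher in the old heart and with paraquat, 4 rose at an adjusted p under 0.01 from limma, 21 were higher at 0.05, and the median log2 ratio was 0.77. The metallothionein gene MtnD, whose product binds metal ions, rose by 2.05 (standard error 0.10, n = 4, adjusted p = 0.0086 from limma), and Arc2 rose by 1.59 (standard error 0.09, adjusted p = 0.0099). A further metallothionein gene, MtnB, had a log2 ratio of 3.91 (standard error 0.45, adjusted p = 0.039). Of the 4 metallothionein genes listed before the data were examined these 2 were named. MtnD, MtnB and Arc2 did not pass in the comparison of 4 samples against 4, with adjusted p = 0.18, 0.15 and 0.088 from limma, while 5 of the 63 genes did. Of 21 antioxidant genes listed in advance only Prx5 was named, and it did not pass the test. Of 28 detoxification genes 6 were named, 4 above and 2 below 0, with none past 0.01 and 1 higher at 0.05; Cyp4p1 had 0.77 (standard error 0.07, adjusted p = 0.025) and Cyp12d1-d -0.43 (standard error 0.08, adjusted p = 0.11).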

### Regulatory network predictions suggest that cardiac aging is regulated by AP1 and Vri/dNFIL3

Genes differentially expressed with age may be regulated by transcription factors (TFs) which would constitute good candidates for the control of heart senescence. To investigate the transcriptional regulation of age-regulated genes, we performed *in silico* predictions of TF-binding motifs potentially involved in the regulation of genes up- and down-regulated in the aging heart. We used the recently published *cis*TargetX method [7], [15]. *cis*TargetX uses identification of clusters of TF-binding motifs across the entire genomes of 12 Drosophila species and ranking statistics, to determine significant associations between motifs and subsets of co-expressed genes. It uses a large sequence space (5 kb up to the 5′ transcription start, and the introns of all genes) and a comprehensive library of TF-binding motifs to predict potential regulatory motifs. We reasoned that it might therefore allow regulatory motif predictions without prior knowledge of the TFs involved. Motifs known to bind AP1 –the Fos/Jun heterodimer— were substantially enriched in the subset of over-expressed genes (z-score = 6.30) defining a set of 98 potential AP1 targets (Table 1 and Table S8). 

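Table S8 lists 99 predicted AP1 targets, of which 90 could be matched to a transcript on the arrays. All 90 had higher values at 40 days, as the study had selected them from its induced genes, with a median log2 ratio of 0.51. At an adjusted p under 0.01 from limma 3 of them rose, CG6981, CG7763 and the matrix metalloproteinase gene Mmp1, and 27 were higher at 0.05. The calmodulin gene Cam had a log2 ratio of 1.37 (standard error 0.21, n = 4, adjusted p = 0.067 from limma), Sdc, which encodes syndecan, had 1.39 (standard error 0.20, adjusted p = 0.059), and Rala, a small GTPase gene, had 1.22 (standard error 0.15, adjusted p = 0.049). Several predicted targets lay close to 0 over their 8 probes, such as MESK2 at 0.06 (standard error 0.10, adjusted p = 0.81) and dnc at 0.16 (standard error 0.06, adjusted p = 0.29). Compared as 4 samples against 4, 4 of the 90 rose and 10 were higher at 0.05. Sdc, Rala, MESK2 and dnc were chosen after their values were seen.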

Interestingly, AP1 is an established effector of the Jun N-terminal Kinase (JNK) signaling pathway, which is one of the most versatile stress sensors in metazoans and has been linked to aging in fly [16]. The JNK pathway in Drosophila involves Basket (Bsk, dJNK) and an additional kinase, Hemipterous, which serves to phosphorylate Bsk. Consistent with a role for the JNK pathway in cardiac aging, 22% (29/133, p<10^−7^) of JNK targets previously identified in Drosophila S2 cells following either bsk or Hep inactivation [17], [18] are present among the genes up-regulated at 40 days (Table 1 and Table S9). 

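Of the 31 JNK-dependent genes of Table S9, 29 had higher and 2 lower values at 40 days, and the median log2 ratio was 0.59. At an adjusted p under 0.01 from limma 2 rose, Mmp1 by 1.35 (standard error 0.06, n = 4, adjusted p = 0.0084 from limma) and CG12112 by 0.82 (standard error 0.04, adjusted p = 0.0090), and 8 were higher at 0.05. Mmp1 encodes a secreted protease that degrades extracellular matrix and is a known output gene of JNK signalling. The 2 genes with lower values, nmo and SMSr, had log2 ratios of -0.58 (standard error 0.12, adjusted p = 0.13) and -0.44 (standard error 0.13, adjusted p = 0.21). Of 12 JNK output genes listed before the data were examined 2 were named, Mmp1 and the filamin gene cher (0.27, standard error 0.05, adjusted p = 0.12). The study chose the heart side of this comparison on the same samples. In the comparison of 4 samples against 4, 3 of the 31 rose. The genes nmo and SMSr were named after their values were seen.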

Interestingly, Jra, the Jun Drosophila orthologue, is one of these genes, suggesting a positive feedback loop of AP1 activation in the aging heart. These various findings strongly suggest that the JNK-AP1 pathway is involved in Drosophila heart aging.

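The log2 ratios of 40 to 10 days for Jra, which encodes the Jun subunit of AP1, lay above 0 in all 4 replicates. None of its 8 probes passed limma's threshold here, while the study called 1 probe. Of 17 genes of the JNK pathway and AP1 listed before the data were examined, 3 could be named, Jra, the kinase gene Mekk1 and the GTPase gene Rac2, and none passed 0.01. Mekk1 had a log2 ratio of 0.22 (standard error 0.05, n = 4, adjusted p = 0.14 from limma) and Rac2 0.87 (standard error 0.22, adjusted p = 0.17). In the comparison of 4 samples against 4, Jra had a log2 difference of 0.29 (adjusted p = 0.58 from limma). From the AP1 motifs among the induced genes, the JNK targets found among them and the presence of Jra itself, the paper proposes that the JNK-AP1 pathway takes part in the aging of the heart.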

*cis*TargetX also identified Evi-1 motifs as being potentially involved in the regulation of over-expressed genes during Drosophila heart aging. Evi-1 motifs –characterized as binding the vertebrate zinc finger TF Evi-1— were greatly enriched (z = 6.1) in the conserved non-coding sequences of this gene set (Table 1 and Table S8). A list of 30 genes potentially regulated by these motifs during heart aging is given in Table S8. However, the corresponding drosophila TF has not been unambiguously identified: the drosophila genome contains two genes encoding Evi-1 homologues –*hamlet* (*ham*), which regulates cell identity in the peripheral nervous system [19] and *CG10348* of unknown function- and their binding motifs have not been characterized. In addition, Evi-1 motifs are constituted of tandem repeats of GATA motifs, such that their significant association with up-regulated genes may alternatively indicate the involvement of TFs of the GATA family.

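Of the 31 entries for Evi-1 motifs in Table S8, 27 were matched to a transcript, with a median log2 ratio of 40 to 10 days of 0.54. At an adjusted p under 0.01 from limma 2 rose, CG6981 and Mmp1, both also among the predicted AP1 targets, and 5 were higher at 0.05. CG7255 had a log2 ratio of 2.81 (standard error 0.17, n = 4, adjusted p = 0.011 from limma) and the antibacterial peptide gene Dpt 2.30 (standard error 0.14, adjusted p = 0.011). The Hox gene Ubx had 0.42 (standard error 0.08, adjusted p = 0.10) and the actin regulator gene ena 0.19 (standard error 0.06, adjusted p = 0.24). In the comparison of 4 samples against 4, 5 of the 27 rose, CG7255 (adjusted p = 0.0011 from limma) and Dpt (adjusted p = 0.00091) among them. The list was drawn from the induced genes of these samples, so its direction is not independent evidence. Apart from CG6981 and Mmp1, the genes were chosen after their values were seen.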

In contrast to the set of age-induced genes, we did not identify enrichment in AP1 or Evi-1 motifs in the set of down-regulated genes. However we found a strong enrichment (z = 6.5) for motifs associated with the bZip TF Vrille (Vri) and its mammalian homologue NFIL3 (also called E4BP4), which act mainly as a transcriptional repressors [20] (Table 1 and Table S8). Both Vri and NFIL3 have been implicated in many developmental processes but Vri/NFIL3 has never previously been reported to be associated with aging either in vertebrates or in Drosophila.

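Of the 30 genes with Vri/NFIL3 motifs in Table S8, 26 were matched to a transcript, and all 26 had lower values at 40 days, as they had been taken from the repressed genes. Their median log2 ratio was -0.84. The gene that fell at an adjusted p under 0.01 from limma was CCHa2, a peptide hormone gene, and 2 were lower at 0.05. Gpdh, the cytosolic glycerol-3-phosphate dehydrogenase, had -0.80 (standard error 0.26, n = 4, adjusted p = 0.24 from limma), and the sperm protein gene Mst98Ca had -0.94 (standard error 0.29, adjusted p = 0.23). With 4 samples against 4 none passed 0.01 and 1 passed 0.05, CCHa2 (adjusted p = 0.044 from limma). The names Gpdh and Mst98Ca were chosen after their values were seen. The gene vri itself was not named on these arrays and is not reported.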

These *in silico* predictions of TF-binding motifs thus suggest that Vri, dJun and an un-identified TF able to bind Evi-1 motifs participate in the transcriptional regulatory network involved in heart senescence.

### A new *in vivo* assay to analyze cardiac senescence in Drosophila

We developed a new *in vivo* assay to analyze heart performance in various contexts of adult heart-specific gene overexpression and inactivation. Our aim was to set up an assay suitable for large-scale analysis, allowing conditional and tissue-specific genetic manipulations and measurements of heart senescence in physiological conditions in intact (not dissected) individuals. We exploited the GeneSwitch system [21] which allows expression to be induced by RU486 feeding. A heart-specific Geneswitch driver, Hand-GS, was constructed and combined with a UAS-mitoGFP construct. Hand-GS>UAS-mitoGFP flies fed with RU486 exhibit a cardiac fluorescence strong enough for high-speed video recording through the cuticle of anaesthetized flies of various ages (Figure 1A). Flies imaged under UV light exhibit a heart rate (HR) in the same range as those obtained in previous studies on intact flies [22], [23], [24]. HR under UV is slightly higher and more regular than the mean HR obtained under visible light on anesthetized flies (Figure S2). Image acquisition and analysis of M-Modes are described in details in Text S1 and Figure S2. Relevant functional measures were extracted from M-Mode analysis and used to quantify heart performance, including the mean time between successive end-diastolic positions (Heart Period, HP), an Arrhythmicity Index (AI) defined as the standard deviation of the HP normalized to the median HP as described in [25] and the End-Diastolic Diameter (EDD). We checked that heart performance was not dependent on RU concentration at any age (comparison of two RU486 treatments −20 µg/ml and 100 µg/ml- was performed), and was not affected by expression of luciferase or a control ds-RNA (Figure S3).

**Figure 1:**
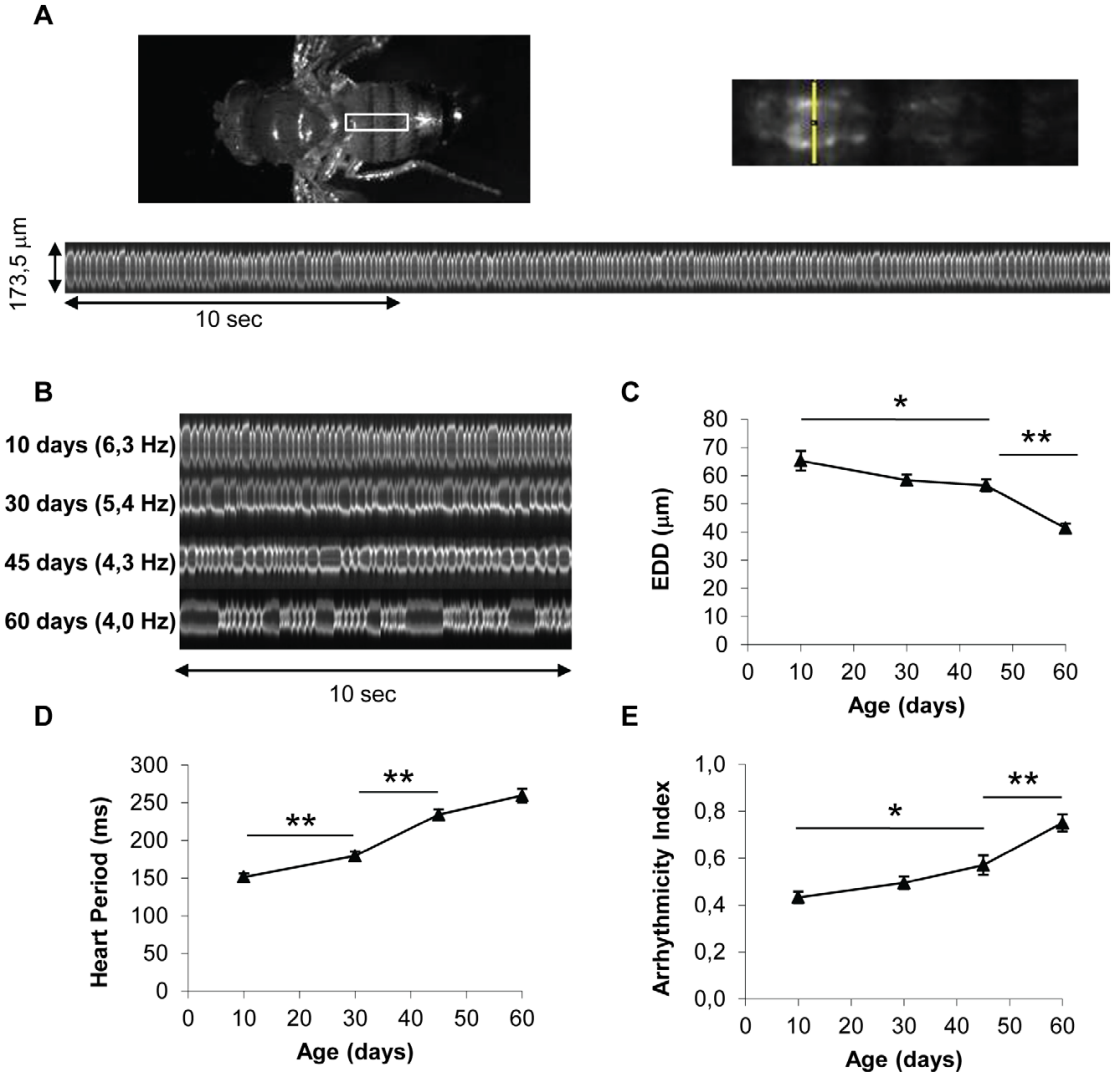
*In vivo* analysis of cardiac aging. (A) Flies expressing a GFP protein targeted to mitochondria under control of the Heart-specific GeneSwitch protein (*w/Y;UAS-mitoGFP/+; Hand-GS/+* male flies treated with RU486) were anaesthetized and fixed by their wings. Videos were acquired under a Stereomicroscope (1000 frames per movie, 32 frames/s). M-Mode was generated by horizontal alignment of rows extracted at the same position from each movie frame, with automated positioning of the acquisition zone (yellow segment). (B) Representative 10 second M-Modes of hearts at various ages. Cardiac frequency is indicated. (C,D,E) End Diastolic Diameter (EDD, µm), Heart Period (ms) and Arrhythmicity Index of 10-day-old (n = 26), 30-day-old (n = 34), 45-day-old (n = 34) and 60-day-old (n = 32) flies. All values are means (±SEM). Significant differences between successive ages are indicated: * p<5.10^−2^, ** p<5.10^−3^.

We observed a progressive increase in HP with age, mainly between age 10 days and 45 days, and an increased AI mainly between ages 45 days and 60 days (Figure 1B, 1D and 1E, Video S1, S2 and S3). Similar age-related decreases in heart performance have been described in flies using other methods of heart beat detection, including semi-intact preparations, in which the heart is surgically exposed [3], [4], [25]. In addition, we observed a progressive decrease in End-Systolic Diameter (Data not shown) and End-Diastolic Diameter (EDD, Figure 1C). EDD decreased by 13,4% between ages 10 and 45 days, and by 26,9% between ages 45 and 60 days.

Our assay appears to have various advantages over previously used methods for studying cardiac aging. First, heart activity is monitored in intact flies, in optimized physiological conditions. Second, it does not require highly specialized equipment and is suitable for large-scale analysis since movie acquisition is fast (30 flies can be recorded in one hour) and each step of the analysis is automated. Finally, the heart-specific inducible driver provides the opportunity to study adult-specific gene overexpression or ds-RNA mediated inactivation, independently of other developmental effects.

### Genetic and pharmacological modulation of OS can prevent cardiac senescence

The transcriptome analyses suggested that the fly heart is subject to rising levels of oxidative stress with age (see above). This was confirmed by manipulating Catalase activity, an antioxidant enzyme which detoxify H2O2, specifically in the cardiac tube at adulthood, and by analyzing the induced transcriptome modifications at 40 days (Table 2 and Table S12). Genes whose expression is induced following increased OS –eg induced in RNAi mediated Cat knockdown compared to Cat overexpression- are highly enriched in genes that are overexpressed in cardiac tubes at 40 days compared to 10 days (cluster 2; 59/635 p = 4.9 10^−35^) and is enriched in genes participating in defense response (Table S13). On the contrary, the set of genes that are up regulated following reduced OS -eg in Cat overexpressing hearts compared to Cat knockdown- is highly significantly enriched in cluster 1 genes (gene set downregulated at 40 days compared to 10 days, 119/472, p = 3.22 10^−68^). This analysis thus confirms the central role played by OS in the age related cardiac transcriptome dynamics. We therefore directly tested the involvement of oxidative stress in cardiac aging by genetically modulating the expression of the antioxidant enzymes Superoxide dismutase (SOD) which detoxify O2•– and Catalase in the heart and analyzed heart parameters. Catalase inactivation (Cat-IR condition) led to a strong age-dependent deleterious phenotype. HP was 71% higher in 60-day-old flies than controls of the same age (Figure 2A and 2C, Video S4, Table S11). Inversely, over-expression of Catalase (Cat OE condition) substantially improved cardiac performance in old flies (Figure 2A and 2D, Video S5), with lower HP and arrhythmia in both 45 and 60 days old flies compared to controls. Expression of another enzyme with catalase activity (Catalase B, CG9314), normally not expressed in cardiac tissues, also improved cardiac function (Figure S4A), confirming the beneficial effect of catalase activity for preventing cardiac senescence. There were no significant differences in heart performance, at any individual time-points, between flies with enhanced or decreased expression of SOD1 (CuZn or cytosolic SOD) (Figure S4B and S4C), although the rate of AI increase as function of age was slightly higher in SOD1 depleted flies (Table S11). Altogether, this suggests that H2O2-mediated oxidative stress is predominant in the cardiac aging process. Next, we treated wild type flies with EUK-8 (+ EUK8 condition), a synthetic superoxide dismutase and catalase mimetic, from the age of 30 days, and compared heart performance between treated and untreated 45 and 60 day-old flies. EUK-8 improved both HP and AI (Figure 2A, 2E, Video S6 and Table S11). In particular, it fully abolished the age-dependent development of cardiac arrhythmia: the AI was not different in 10-day-old and EUK-8-treated 60 day-old flies (p = 0.3), whereas AI increased by 74% in control flies between ages 10 and 60 days (p<5.10^−3^). EUK-8 treatment also prevented the age-related EDD decrease (Figure 2B): the EDD was not different (p = 0,26) between 30 days (start of treatment) and 60 days old treated flies, whereas EDD decreased by 29% (p<5.10^−3^) between these two ages in untreated flies. Similarly, flies overexpressing Catalase presented a stable EDD between ages 10 days and 60 days (p = 0,13).

**Figure 2:**
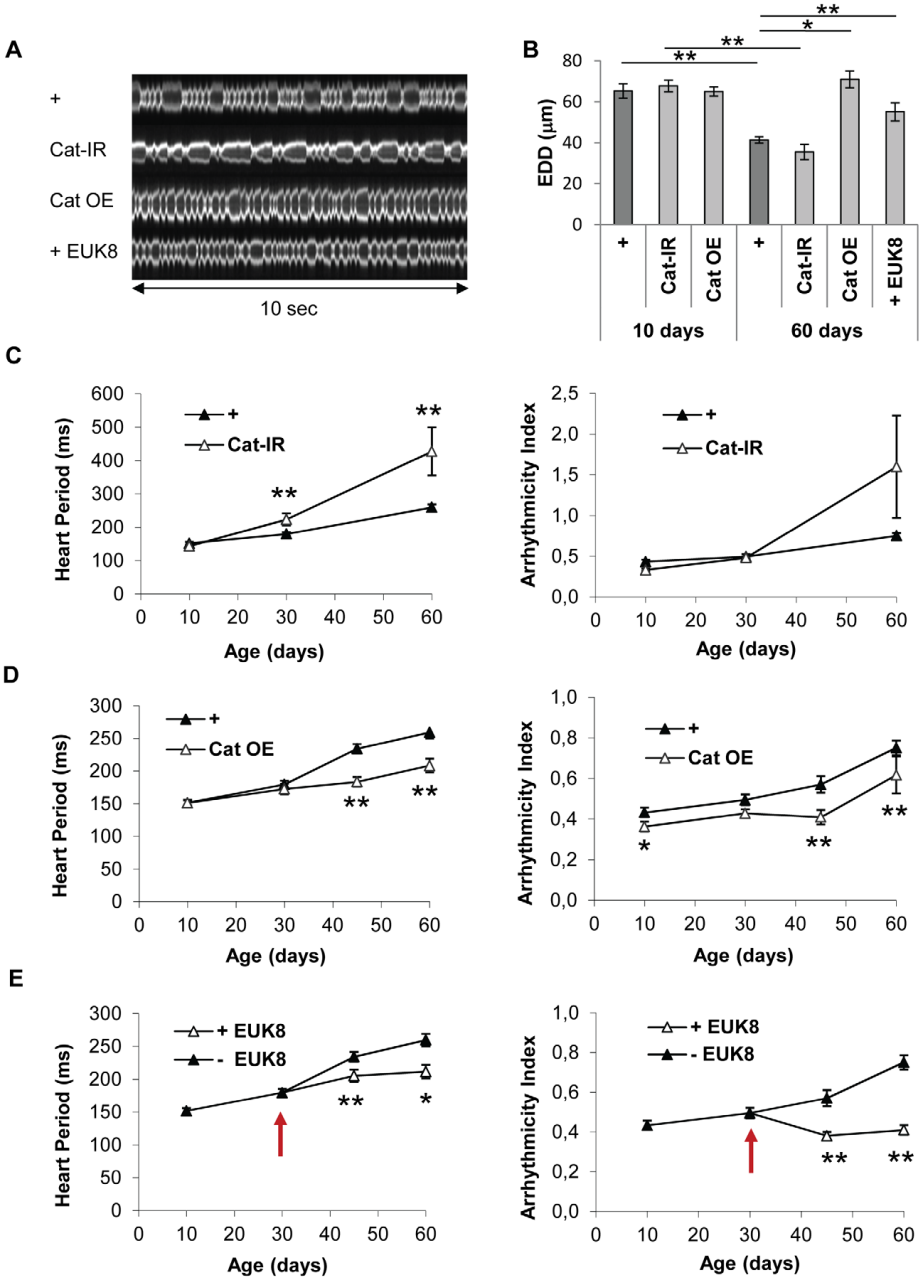
Catalase overexpression and treatment of wild-type flies with a catalase/SOD mimetic improve heart performance. Cardiac imaging was performed on *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+), *w/Y;UAS-mitoGFP/+; Hand-GS/UAS-Catalase-IR* (Cat-IR), *w/Y;UAS-mitoGFP/UAS-Catalase; Hand-GS/+* (Cat OE) male flies. *w/Y;UAS-mitoGFP/+; Hand-GS/+* male flies were treated with EUK-8 (0.2 mM) from the age of 30 days (+ EUK-8, red arrow shows the start of the treatment). All flies were treated with RU 486 (100 µg/ml of food) during adulthood. (A) Representative 10 second M-Modes of 60-day-old flies. (B) End Diastolic Diameter (EDD, µm) in 10-day-old and 60-day-old flies. Significant differences are indicated: * p<5.10^−2^, ** p<5.10^−3^. (C,D,E) Heart Period (ms) and Arrhythmicity Index. Significant differences with control (+) flies of the same age are indicated: * p<5.10^−2^, ** p<5.10^−3^. All values are means (±SEM). +/10 days: n = 26; +/30 days: n = 34; +/45 days: n = 34; +/60 days: n = 32; Cat-IR/10 days: n = 10; Cat-IR/30 days: n = 10; Cat-IR/60 days: n = 10; Cat OE/10 days: n = 19; Cat OE/30 days: n = 9; Cat OE/45 days: n = 19; Cat OE/60 days: n = 17; +EUK-8/45 days: n = 19; +EUK-8/60 days: n = 7.

**Table 2:** Effect of Catalase activity on cardiac transcriptome at 40 days.

	N° of genes(1)	GO term enrichment(2)	Cluster 1 Enrichment(3)	Cluster 2 Enrichment(4)	JNK pathway enrichment(5)
**Induced in Cat LOF versus GOF**	187	Defense response	4/472p = 0.76	59/635p = 4.9 10^−35^	1/133p = 0.53
**Repressed in Cat LOF versus GOF**	521	Proteolysis	119/472p = 3.22 10^−68^	20/635p = 0.73	3/133p = 0.73

Overview of genes deregulated in 40 days old cardiac tubes between Catalase Loss of function (LOF) and Gain of Function (GOF). Enrichment p values were calculated using a test based on hypergeometric distribution.

(1) Deregulated genes between Hand-GS/UAS>Ca-IR (Cat LOF) and Hand-GS/UAS>Catalase (Cat GOF) 40 days-old cardiac tubes dissected from flies fed with 100 µg/ml RU486 were determined using Rank Product software from normalized expression data (see Table S12).

(2) GO term enrichments were determined using the Flymine database (www.flymine.org) (see Table S13 for details).

(3) See Table 1 and Table S2 (repressed genes at 40 days compared to 10 days).

(4) See Table 1 and table S2 (induced genes at 40 days compared to 10 days).

(5) [17], [18].

Interestingly, in mammals, expression of mCAT, a catalase artificially targeted to mitochondria, protects mice from cardiac aging [26]. EUK-8 or other synthetic SOD/Cat mimetic also appear to improve heart function in pathological contexts [27] [28] [29]. Our findings and these various observations highlight the role of oxidative stress in both pathological and normal cardiac aging and indicate that mechanisms of cardiac aging are conserved between flies and mammals. In addition, we show here that pharmacological antioxidant strategies can improve heart function in old individuals.

### dJun and Vri/dNFIL3 are major regulators of heart senescence

The heart-specific inducible driver can be used to study adult-specific gene over-expression or ds-RNA-mediated inactivation, independently of other developmental effects. This allowed us to test the *in silico* predictions of a transcriptional regulatory network potentially involving dJun and Vri as regulators of cardiac senescence. A large number of JNK-responsive and potential AP1 target genes, as well as *dJun* itself, were up-regulated in the aging fly heart, suggesting that the JNK/AP1 pathway is involved in their transcriptional up regulation (cluster 2, see above). To confirm the functional involvement of *dJun* in the transcriptional deregulation of these up-regulated genes, we performed a transcriptome analysis of 40 days old hearts following *dJun* knockdown by dsRNA and focused on genes whose expression is repressed in *dJun* knockdown compared to control cardiac tubes (Table 3 and Table S14). Not surprisingly, the set of genes whose expression level is reduced by at least 1.5 fold following *dJun* knockdown is significantly enriched in JNK target genes (29/135 genes, p = 1.1 10^−5^). Importantly, this gene set was also highly significantly enriched in cluster 2 genes (138/635 genes, p = 10^−19^), what support a function for *dJun* in the age-related transcriptome deregulation reported above. In addition, the predicted AP1 targets within cluster 2 (Table S8) were also enriched in this gene set: almost 25% of predicted *cis*targetX AP1 targets are under-expressed after *dJun* knockdown (23/99, p = 1.8 10 ^−5^). Altogether, these data validate the *cis*TargetX predictions made from cluster 2 and confirm the central role played by the JNK/AP1 pathway in the up regulation of a significant proportion of genes in aging hearts. We therefore used ds-RNA-mediated inactivation to abolish *dJun* activity in the heart (dJun-IR condition) and measured heart parameters. This significantly improved heart function and led to a higher heart rate and less arrhythmia (Figure 3A and 3C, Video S7), in both young (10-day-old) and aged (45-day-old) flies than in the corresponding controls. HP and AI were respectively 26.5% and 37.6% lower in 45-day-old flies than in controls of the same age. Noticeably, HP and AI were similar in 3 days old dJun-IR and control flies. In addition to the beneficial effects already observed in 10 days old flies, *dJun* partial inactivation significantly slowed down the rate of HP increase as a function of age (Table S11) and prevented the age-related EDD decrease (Figure 3B). We have tested an independent RNAi line targeting different sequences of *dJun* and observed similar beneficial effects on HP, AI and EDD in 45 days old flies (Figure S5A). In addition, RNAi mediated inactivation of *kayak* (the Drosophila Fos homologue) also significantly improved AI and EDD in old flies (Figure S5A), confirming the central role of the Fos/Jun heterodimer AP1 in cardiac aging. We also analyzed the effect of *dJun* overexpression on heart function (dJun OE condition, Figure S5B). We observed an increased HP in 3 days old and 10 days old flies (respectively 23% and 10%). In older flies, *dJun* overexpression did not affect HP, probably because the JNK pathway was already activated.

**Figure 3:**
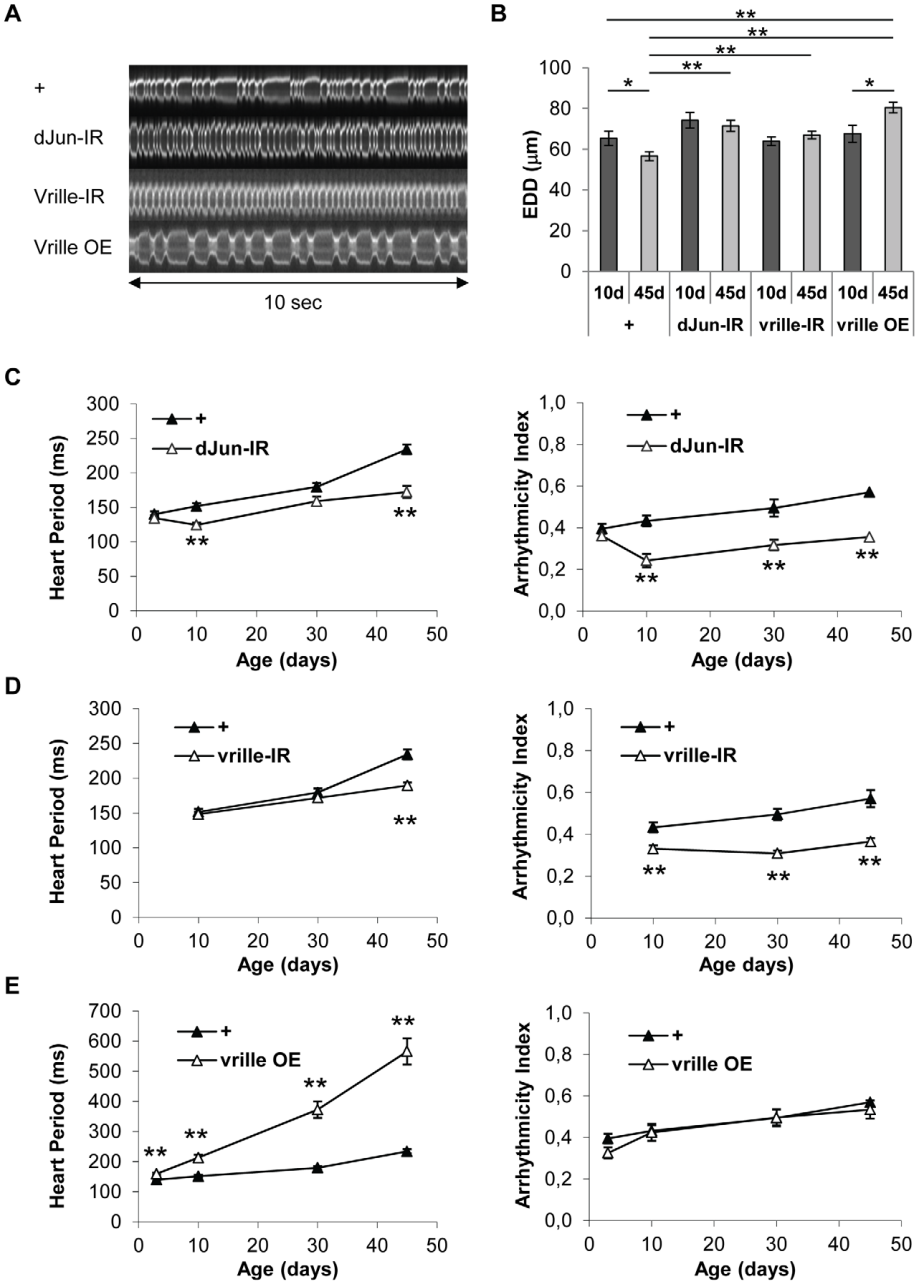
Heart-specific inactivation of dJun and Vrille transcription factors improve heart performance. Cardiac imaging was performed on *w/Y;UAS-mitoGFP/+;Hand-GS/+* (+), *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-dJun-IR* (dJun-IR), *w/Y;UAS-mitoGFP/UAS-vrille_IR; Hand-GS/+* (vrille-IR) and *w/Y;UAS-mitoGFP/UAS-vrille; Hand-GS/+* (vrille OE) male flies treated with RU 486 (100 µg/ml of food) during adulthood. (A) Representative 10 sec M-Modes of 45-day-old flies. (B) End Diastolic Diameter (EDD, µm) in 10-day-old and 45-day-old flies. Significant differences are indicated: * p<5.10^−2^, ** p<5.10^−3^. (C,D,E) Heart Period (ms) and Arrhythmicity Index. Significant differences with control (+) flies of the same age are indicated: * p<5.10^−2^, ** p<5.10^−3^. All values are means (±SEM). +/3 days: n = 13; +/10 days: n = 26; +/30 days: n = 34; +/45 days: n = 34; dJun-IR/3 days: n = 11; dJun-IR/10 days: n = 10; dJun-IR/30 days: n = 8; dJun-IR/45 days: n = 14; vrille-IR/10 days: n = 22; vrille-IR/30 days: n = 29; vrille-IR/45 days: n = 38; vrille OE/10 days: n = 12; vrille OE/10 days: n = 3; + vrille OE/30 days: n = 15; vrille OE/45 days: n = 12.

**Table 3:** Genes downregulated at 40 days following RNAi mediated dJun knockdown.

	N° of genes(1)	GO term enrichment(2)	Cluster 2 Enrichment(3)	JNK pathway enrichment(4)	Predicted AP1 targets enrichment(5)
**Repressed**	1361	vesicle-mediated transport	138/635p = 10^−19^	29/135p = 1.1 10^−5^	23/99p = 1.8 10^−5^

Overview of genes repressed in 40 days old cardiac tubes following *dJun* knockdown. Enrichment p values were calculated using a test based on hypergeometric distribution.

(1) Deregulated genes between 40 days-old dissected cardiac tubes from *Hand-GS/UAS-dJun-IR* flies fed or not with 100 µg/ml RU486 were determined using Rank Product software from normalized expression data. Genes repressed in RU fed flies compared to the control non fed flies with a fold change of at least 1.5 fold between both conditions were retained for analysis (See Table S14).

(2) GO term enrichments were determined using the Flymine database (www.flymine.org) (see Table S15 for details).

(3) See Table 1 and Table S2 (induced genes at 40 days compared to 10 days).

(4) [17], [18].

(5) See Table S8.

JNK may be activated in the fly heart through OS signaling since ROS are potent activators of JNK by several mechanisms (reviewed [30]). However, JNK pathway target genes were not enriched following *cat* misexpression (1/133 genes, p = 0.53, see Table 2). Additional experiments are therefore required to determine the causes for JNK activation in aging hearts. The set of potential AP1 transcriptional targets that are up-regulated during aging is strongly enriched in genes involved in cytoskeleton organization and, in particular, in regulation of actin polymerization (Table S10). In addition, the set of genes that are deregulated following cardiac specific *dJun* knockdown at adulthood is enriched in genes involved in vesicle mediated transport (Table S15). This suggests that dJun activation in old flies may affect heart function by remodeling the actin network and/or by affecting vesicle mediated transport in cardiomyocytes; this notion should be explored in further studies. 

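Among 34 regulators of actin listed before the data were examined 17 could be named, and all 17 had higher values in 40-day cardiac tubes, with a median log2 ratio of 0.50. None passed an adjusted p under 0.01 from limma over all transcripts, and 2 were higher at 0.05. The moesin gene Moe, which links actin to the membrane, had a log2 ratio of 0.85 (standard error 0.06, n = 4, adjusted p = 0.016 from limma), and chic, which encodes profilin, had 1.19 (standard error 0.12, adjusted p = 0.028). Neither passed 0.05 in the comparison of 4 samples against 4, with adjusted p = 0.10 and 0.051 from limma. Of 39 genes of vesicle transport 21 were named and had a median of 0.42, with none past 0.01 and 8 higher at 0.05; Chmp1, of the membrane-sorting ESCRT machinery, had 0.82 (standard error 0.05, adjusted p = 0.011) and gammaSnap 0.42 (standard error 0.04, adjusted p = 0.028). None of these 21 passed 0.05 with 4 samples against 4 (adjusted p = 0.29 for Chmp1 and 0.25 for gammaSnap from limma). Names are held only for genes the study had called, so neither the directions nor the counts are independent evidence.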

In mammals, the role of the JNK pathway in heart function and diseases (including cardiac hypertrophy, ischemia/reperfusion injury and pathological remodeling) is unclear and both *in vitro* and *in vivo* studies have given contradictory results (recently reviewed in [31]). Here, we show unambiguously that the age-dependent activation of Jra/dJUN in the fly heart is detrimental rather than protective. JNK has numerous evolutionarily conserved downstream targets besides the AP1 family members Jun and Fos, notably Forkhead Box O (FoxO) proteins [32], [33], [34]. Interestingly, overexpression of dFoxo prevents the decline in cardiac performance in aging flies [4]. Combined with our results, this suggests that, at least in Drosophila, JNK plays a complex and dual role in heart aging that can be decoupled: positive effects mediated by the insulin signaling pathway (IIS), and negative effects mediated by AP1.

Motifs associated with Vri/dNFIL3 were over-represented in genes down regulated with age. We confirmed that *vri* is able to regulate putative target genes identified by *cis*TargetX, by overexpressing *vri* and analyzing the expression of 3 of its putative targets by Q-PCR in 10 days old adults. As shown in Figure S6C, all 3 tested genes were repressed following *vri* overexpression, indicating that *vri* is a bona fide repressor of their expression. We therefore investigated its involvement in cardiac aging. Overexpression of *vri* (vrille OE condition) led to a large decrease in heart rate even by age 10 days. This effect was dependent on the level of Vri overexpression: 10 days old flies under RU486 10 µg/ml treatment did not exhibit increased HP, whereas under RU486 100 µg/ml treatment (the RU486 concentration currently used in this study), HP was increased by 38% compared to controls (Figure S6B). In 45 day-old flies, HP was 142% higher than in controls of the same age (Figure 3A and 3E, Video S8), whereas AI was not significantly different. This strong increase in HP was associated with a moderate dilated heart phenotype: between ages 10 and 45 days, EDD increased by 19% in flies overexpressing *vri*, whereas in control flies EDD decreased by 13%. Inversely, *vri* inactivation strongly improved cardiac performance in old flies (vrille-IR condition, Figure 3A, 3B, and 3D; Video S9 and Table S11). In control hearts, HP increased by 55% between ages 10 and 45 days, whereas it only increased by 6% when *vri* was inactivated. Inactivation of *vri* prevented EDD decrease (EDD remained stable between ages 10 and 45) and significantly reduced arrhythmia: AI was 23.6% and 36% lower in 10-day-old and 45-day-old flies than controls of the same ages. We have tested an independent RNAi line targeting different sequences of vrille (vrille-IR(II)) and also observed beneficial effects on AI, HP and EDD (Figure S6A).

These data clearly establish that Vri/dNFIL3 is a major regulator of heart senescence in flies. Furthermore, our molecular analyses suggest that it acts mainly by repressing downstream targets. 

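Of the predicted Vri/NFIL3 targets that could be placed on the arrays, the genes of the mitochondrial respiratory chain had log2 ratios of 40 to 10 days between -1.16 and -0.70. CG7580, a subunit of complex III, had the lowest, -1.16 (standard error 0.23, n = 4, adjusted p = 0.12 from limma), and CG4692, a subunit of the ATP synthase, the highest, -0.70 (standard error 0.15, adjusted p = 0.13). Oscp, which joins the parts of the ATP synthase, had -0.79 (standard error 0.12, adjusted p = 0.063), and CG3731, of complex III, had -0.89 (standard error 0.33, adjusted p = 0.28). CG6105, another ATP synthase subunit, had -1.0 (standard error 0.12, adjusted p = 0.040) and passed 0.05 here but not with 4 samples against 4 (adjusted p = 0.083). The phosphate carrier gene Mpcp had -1.03 (standard error 0.31, adjusted p = 0.22). Apart from CG6105, these genes did not pass 0.05 here or in the comparison of 4 samples against 4, and apart from CG6105 they were named after their values were seen.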

The set of potential Vri/NFIL3 transcriptional targets that were down-regulated during the aging process was strongly enriched in genes encoding mitochondrial proteins (Table S10) and in particular those of the mitochondrial respiratory chain complexes. This transcriptional control has been confirmed by Q-PCR for CG11015, a component of the complex V of the electron transport chain (Figure S6C). This suggests that Vri may promote mitochondrial dysfunction in the aging heart through repression of genes encoding mitochondrial proteins. The effect of Vri on EDD is complex, since Vri inactivation prevented age-related EDD decrease, and Vri overexpression induced a dilated phenotype (increased EDD). Whether these two phenotypes involved the same mechanism or relied on independent Vri downstream targets remains to be clarified. Interestingly, in humans, mitochondrial respiratory chain disorders are frequently associated with hypertrophic or dilated cardiomyopathies (reviewed in [35]), suggesting that the dilated heart phenotype induced by Vri overexpression in flies may be due to strong mitochondrial respiratory defects.

We also observed a transcriptional repression of *prx5* by Vrille (Figure S6C). *prx5* encodes a peroxiredoxin localized in several cellular compartments including mitochondria, that confers resistance against oxidative stress and promotes longevity in Drosophila [36]. This demonstrates that Prx5 is a downstream target of Vri that may couple the Vri pathway with ROS levels during the cardiac aging process. Recently, NFIL3 has been shown to be required for correct zebrafish heart development [37]. However, the role of NFIL3 in adult heart function and aging has not been described, and investigating the role of NFIL3 in cardiac aging in mammals may be fruitful.

### Conclusion

Genetic redundancy and long lifespan make it difficult to investigate the genetic control of cardiac senescence in mammals. Our functional genomic approach in Drosophila allowed these problems to be avoided and led to the identification of key components of the gene regulatory network of cardiac aging.

First, we demonstrate that, as suggested in mammals, oxidative stress plays a central role in fly cardiac senescence. Our observations therefore support the idea that mechanisms of cardiac senescence are evolutionary conserved. Second, although the role of the JNK pathway in age-related processes in mammals is controversial, we show here that the dJun TF is activated during cardiac aging and has a detrimental effect on cardiac performance. Third, the transcription factor Vri/dNFIL3 is shown to play a central role in the cardiac aging process. Given that Drosophila heart shares lots of common points with that of vertebrates, our findings suggest that Vri and dJun orthologues are putative targets for counteracting cardiac aging in mammals.

To conclude, our work illustrates the relevance of data driven tissue-specific functional genomic analysis of the aging process in a model organism which allows straightforward genetic manipulations. Numerous studies, including transcriptome analysis in rodent models indicate that the effects of aging are in large part tissue-specific. Accordingly, half of the genes identified in our transcriptome analysis appear to be uniquely deregulated in the drosophila heart, suggesting cardiac specific mechanisms of aging. This is further supported by our observation that activation of the JNK/AP1 pathway is linked to accelerated heart senescence, while its activation organism-wide lead to increased life-span [38]. This probably indicates that activation of the JNK pathway has different outcomes with respects to senescence in different tissues or organs. As a matter of facts, its activation in the nervous system increases longevity [16], but reduces lifespan when achieved in intestinal stem cells [39]. Identification of the downstream effectors of this pathway in these different tissues and comparison with the cardiac specific targets identified in the present study may allow shedding light on its age related tissue specific effects.

## Materials and Methods

### Transcriptome analysis

Cardiac transcriptome dynamics between 10 and 40 days: Adult males (w1118, Canton S isogenic line) were grown in batches of 30 flies at 25°C and 60% hygrometry. Total RNA was extracted with Trizol and mRNA amplified using messageAmp (Ambion). Labeled aRNA was hybridized with Nimblegene arrays. After normalization of expression levels, differentially expressed genes were determined using the Limma software package. Gene Ontology enrichments were assessed using Flymine (www.flymine.org) and Transcription Regulatory Networks studied using *cis*TargetX (http://med.kuleuven.be/cme-mg/lng/cisTargetX/).

Cardiac transcriptome modifications induced by Catalase A Gain and Loss of Function: Adult males (*w;+/+; Hand-GS/UAS-Catalase-IR* (Cat knockdown) and *w;+/+; Hand-GS/UAS-Catalase* (Cat overexpression)) were grown in batches of 30 flies at 25°C and 60% hygrometry on food supplemented with 100 µg/ml of RU. RNA extraction was performed as above. Labeled aRNA were hybridized with Agilent arrays and differentially expressed genes determined using the Rank Product software within the TMev software suite.

Cardiac transcriptome modifications induced by dJun RNAi mediated knockdown: Adult males (*w;+/+; Hand-GS/UAS-dJun-IR)* were grown in batches of 30 flies at 25°C and 60% hygrometry on food supplemented or not with 100 µg/ml of RU. RNA extraction, micro array hybridization and data analysis were performed as described in the case of Catalase gain and loss of function.

### *In vivo* imaging of fly hearts

Flies expressing the GFP protein targeted to the mitochondria (mitoGFP) to label the cardiac tube were anaesthetized with Triethylamine and observed under a Zeiss SteREO Lumar.V12 Stereomicroscope, with a NeoLumar S 1.5× objective. Video movies were acquired with an AxioCamHR Camera. M-Modes were generated by horizontal alignment of rows extracted at the same position from each movie frame by using ImageJ, with automated positioning of the acquisition zone. Cardiograms (defined by the distance between the maxima of GFP fluorescence on each side of the median position of the heart at each time point) were then generated from M-Modes using an image processing algorithm developed with Matlab R2010b. The temporal positions for each end-systolic and end-diastolic position of the heart were extracted by finding all local maxima and minima on the cardiogram. The resulting file was incorporated into an Access DataBase to extract, for each cardiogram, the Heart Period (HP) and the Arrhythmicity Index (AI). Statistical significance was assessed by non-parametric Wilcoxon analysis [40].

Details of the Materials and Methods can be found in Text S1.

## Supporting Information

Figure S1 (Related to Table 1.) Q-PCR validation of microarray analysis. Seven genes (3 from cluster 1 (ATPSyn-Cf6, prx5 and CG11015) and 4 from cluster 2 (CG6981, rost, tsp42Ed and dJun)) were selected and their relative cardiac expression at 10 and 40 days was tested by RQ-PCR. RP49 was used as a reference endogenous gene for normalization. All cluster 1 genes displayed weaker expression at 40 days than to 10 days. By contrast, all cluster 2 genes were expressed at higher levels at 40 days.
(TIF)

Figure S2 Automated analysis of heartbeat. (A) The GeneSwitch protein (GS) is a modified GAL4 protein that recognizes and activates UAS-dependent transgenes only in the presence of RU486 (added to Drosophila food). In the system we used, the GS protein is expressed specifically in the heart under the control of the Hand Promoter (Hand-GS driver) and activates expression of a GFP protein targeted to mitochondria (mitoGFP) thereby labeling the heart. This driver can also be used to mediate overexpression or ds-RNA-mediated inactivation of candidate genes. (B) UV light, necessary to view the GFP fluorescence, moderately increased the mean Heart Rate by 19%. Heart Rates of *w/Y;UAS-mitoGFP/+* flies under visible light (−UV, n = 11) or UV (+UV, n = 16) were determined.*: p<5.10^−2^. M-Modes obtained under visible light (−UV) showed a rapid Heart Rate (HR) between 6,3 and 6,5 Hz interspersed with more prolonged beats, a pattern observed shortly after anesthesia. UV light suppressed these prolonged beats and stabilized the HR around 6,5 Hz in 10-day-old flies. (C) A row of pixels is selected to generate the M-mode. An algorithm developed with Matlab first finds the median position of the heart (red line) and then the local maxima on each side of this position (green plots). The algorithm finally generates a cardiogram defined by the distance between these two maxima over time (distance in pixels for each movie frame). See Text S1 for detailed description.
(TIF)

Figure S3 Heart performance is not affected by expression of luciferase or a control ds-RNA and is not dependent on RU concentration. (A) Heart Period (ms) and Arrhythmicity Index of *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+), *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-luciferase* (UAS-luci), and *w/Y;UAS-mitoGFP/UAS-sgs1-IR;Hand-GS/+* (UAS-sgs1-IR) male flies treated with RU 486 (100 µg/ml of food) during adulthood. Sgs1-IR was used as a control ds-RNA construct; *Sgs1* is a gene exclusively expressed in larval salivary gland. All values are means (±SEM). +/10 days: n = 26; +/30 days: n = 34; +/45 days: n = 34; +/60 days: n = 32; luci/10 days: n = 23; luci/30 days: n = 16; luci/45 days: n = 29; luci/60 days: n = 23; sgs1-IR/10 days: n = 7; sgs1-IR/30 days: n = 8; sgs1-IR/45 days: n = 9; sgs1-IR/60 days: n = 9. Luci and sgs1-IR flies did not exhibit significant differences (p<5.10^−2^) to control (+) flies of the same age, at any time point, except for a slightly lower AI in 10-day-old sgs1IR flies. (B) Heart Periods (ms) and Arrhythmicity Indexes of *w/Y;UAS-mitoGFP/+; Hand-GS/UAS-luciferase* (luci) male flies treated with 20 (RU 20) or 100 (RU100) µg of RU486 per ml of food during adulthood. All values are means (±SEM). RU 20/10 days: n = 8; RU 20/30 days: n = 9; RU 20/45 days: n = 5; RU 20/60 days: n = 6; RU 100/10 days: n = 23; RU 100/30 days: n = 16; RU 100/45 days: n = 29; RU 100/60 days: n = 23. There were no significant differences between RU 20 and RU 100 flies of the same age (p<5.10^−2^). (C) End Diastolic Diameters of 10-day-old and 60 day-old *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+), *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-luciferase* (UAS-luci), and *w/Y;UAS-mitoGFP/UAS-sgs1-IR;Hand-GS/+* (UAS-sgs1IR) male flies treated with RU 486 (100 µg/ml of food) during adulthood. All values are means (±SEM). +/10 days: n = 36; +/60 days: n = 41; luci/10 days: n = 15; luci/60 days: n = 11; sgs1-IR/10 days: n = 7; sgs1-IR/60 days: n = 9. Luci and sgs1IR flies did not exhibit significant differences to control (+) flies of the same age and presented a significant decrease in EDD between age 10 days and 60 days. * p<5.10^−2^, ** p<5.10^−3^.
(TIF)

Figure S4 Heart-specific expression of CatalaseB, but not SOD1, improves cardiac performance. Heart Period (ms) and Arrhythmicity Index of *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+), *w/Y;UAS-mitoGFP/UAS-CatalaseB;Hand-GS/+* (CatB OE), *w/Y;UAS-mitoGFP/UAS-SOD1-IR;Hand-GS/+* (SOD1-IR) and *w/Y;UAS-mitoGFP/UAS-SOD1;Hand-GS/+* (SOD1 OE) male flies treated with RU 486 (100 µg/ml of food) during adulthood. All values are means (±SEM). (A) +/10 days: n = 26; +/30 days: n = 34; +/45 days: n = 34; +/60 days: n = 32; CatB OE/10 days: n = 17; CatB OE/30 days: n = 10; CatB OE/45 days: n = 19; CatB OE/60 days: n = 20. (B) +/10 days: n = 10; +/30 days: n = 10; +/45 days: n = 9; +/60 days: n = 8; SOD1-IR/10 days: n = 20; SOD1-IR/30 days: n = 9; SOD1-IR/45 days: n = 10; SOD1-IR/60 days: n = 4; (C) +/10 days: n = 10; +/30 days: n = 10; +/45 days: n = 9; +/60 days: n = 8; SOD1 OE/10 days: n = 9; SOD1 OE/30 days: n = 9; SOD1 OE/45 days: n = 8; SOD1 OE/60 days: n = 9. Significant differences with control (+) flies of the same age are indicated: * p<5.10^−3^.
(TIF)

Figure S5 Cardiac Performances in conditions of heart-specific AP1 inactivation and dJun overexpression. (A) Heart Period (HP), Arrhytmicity Index (AI) and End Diastolic Diameter (EDD) of 45-day-old *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+), *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-dJun-IR* (dJun-IR), *w-UAS-dJunIR (II)/Y;UAS-mitoGFP/+; Hand-GS/+*(dJun-IR (II)) and *w/Y;UAS-mitoGFP/ +;Hand-GS/UAS-kayak-IR* (Kayak-IR)male flies treated with RU 486 (10 µg/ml of food) during adulthood. Results are shown as ratios of mean values to mean values of controls flies (+) of the same age (±SEM). +: n = 27; dJun-IR: n = 9, dJun-IR (II): n = 11; kayak-IR: n = 9. (B) Heart Period (HP) and Arrhytmicity Index (AI) of *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+) and *w/Y;UAS-mitoGFP/UAS-dJunOE; Hand-GS/+* (dJun OE) male flies treated with RU 486 (100 µg/ml of food) during adulthood. +/3 days: n = 13; +/10 days: n = 46; +/30 days: n = 34; dJun OE/3 days: n = 10; dJun OE/10 days: n = 40; dJun OE/30 days: n = 10. Significant differences with control (+) flies of the same age are indicated: * p<5.10^−2^, ** p<5.10^−3^.
(TIF)

Figure S6 Cardiac Performances in conditions of heart-specific Vri inactivation and overexpression and Validation of putative Vri targets. (A) Heart Period (HP), Arrhytmicity Index (AI) and End Diastolic Diameter (EDD) of *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+) and *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-vrille-IR(II)* (vrille-IR (II)) male flies treated with RU 486 (100 µg/ml of food) during adulthood. All values are means (±SEM). +/3 days: n = 13; +/10 days: n = 26; +/30 days: n = 34; +/45 days: n = 34; vrille-IR (II)/3 days: n = 9; vrille-IR (II)/10 days: n = 11; vrille-IR (II)/30 days: n = 19; vrille-IR (II)/45 days: n = 7. Significant differences with control (+) flies of the same age are indicated * p<5.10^−2^, ** p<5.10^−3^. (A) Heart Period (HP) of *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+) and *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-vrille OE* (vrille OE) male flies treated with 10 (RU10) or 100 (RU100) µg of RU486 per ml of food during adulthood. All values are means (±SEM). + RU10: n = 5; + RU100: n = 10; vrille OE RU10: n = 7; vrille OE RU100: n = 10. Significant differences are indicated * p<5.10^−2^, ** p<5.10^−3^. (B) 3 genes from cluster 1 (*ATPsyn-Cf6* (CG4412), *prx5*(CG7217) and *CG11015*, encoding a component of the complex V of the mitochondrial respiratory chain) predicted by *cis*targetX as potential Vri targets were tested by RQ-PCR following *vri* overexpression (UAS>Vri) using the inducible driver Da>GeneSwitch. Relative expression between induced (+RU) and non-induced (−RU) was measured. RP49 was used as a reference endogenous gene for normalization. All 3 genes displayed weaker expression following *vri* overexpression.
(TIF)

Table S1 (Related to Table 1.) Differentially expressed probes. All probes showing statistically significant differential expression between 10 and 40 day-old flies are listed. Probes ID (“reporterID”), gene symbol (transcript) and FlyBase unique identifier (FBGN) are indicated. Several FlyBase identifiers correspond to annotations withdrawn from the latest version of FlyBase and are indicated as gray cells at the end of the spreadsheet. For each probe, the mean of signal intensity is indicated (AveExpre), together with the log2 value of the fold change [log2 FC (10d/40d)] and the adjusted P value, as calculated using limma software (see Experimental procedures). 

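The fold column of Table S1 was compared with the array values. It is labelled as the log2 ratio of 10 to 40 days, but over the 1998 induced probes used here it runs from 1.53699 to 59.5342, and it equals the linear fold of 40 over 10 days computed from the authors' normalized values to within 0.00048%. The mean signal matched within 0.00048% as well. For CG7763, for instance, 8 probes were called by the study, and its log2 ratio over all of its probes was 5.47 (standard error 0.22, n = 4).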

Clusters 1 and 2 correspond to probes repressed and induced, respectively, at 40 days of age relative to 10 days of age.
(XLSX)

Table S2 (Related to Table 1.) Differentially expressed genes. Unique differentially expressed genes between 10 days and 40 days are listed. FlyBase unique identifier (FB ID), gene symbol and computer gene numbers (annotation ID) are indicated. Seven FlyBase identifiers correspond to annotations withdrawn from the latest version of FlyBase and are indicated as gray cells at the end of the spreadsheet. 

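Table S2 summarises each gene over those of its probes that were called, not over all of its probes, so a gene with a single called probe carries the fold of that probe. For rost, over all 8 probes, the linear fold of 40 over 10 days was 1.85, while the paper's value in this table is 4.15. For Tsp42Ed the corresponding values were 4.07 and the paper's 4.16, and for CG6981 11 and the paper's 12.3. Of the 1114 genes named through Tables S1 and S2, 0 had a mean log2 ratio opposite in sign to the cluster given in the table. The genes were named through probes that the study called on these same arrays, so this is not an independent check.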

For each gene, the mean signal intensity is indicated (<signal>), together with the mean value of the fold change (<FC>) and the corrected P value, as calculated using limma software (see Experimental procedure). Clusters 1 and 2 correspond to genes repressed and induced, respectively, at 40 days of age relative to 10 days of age.
(XLSX)

Table S3 (Related to Table 1.) Comparison of aging heart transcriptome with age-related transcriptional changes in different body parts. Differentially expressed cardiac genes at 10 and 40 days were compared to genes differentially expressed in whole body and other body parts at similar ages. In all cases, cluster 1 (green) includes genes repressed in aged tissues and cluster 2 (red) genes induced in aged tissues. For each gene differentially expressed in the cardiac tube, the FBgn (FB), symbol (symbol) CG number (CG), the mean of the fold change (<FC>) and corresponding cluster (cluster) is indicated. Aging 1: analysis performed in [10]. Aging-WB, aging-Thorax, Aging-Head correspond to differential transcriptome analyses performed with young and aged drosophila, respectively, investigating whole body, thorax and head and are described in [9].
(XLSX)

Table S4 (Related to Table 1.) Biological processes over-represented among differentially expressed genes. Gene Ontology terms and Pathway enrichment in differentially expressed genes were identified using Flymine. Gene ontology (GO), Pathway ID and names are indicated, together with the calculated P-value and associated genes in corresponding clusters.
(XLSX)

Table S5 (Related to Table 1 and Table S3.) Deregulated genes involved in mitochondrial bioenergetics (cluster 1), vesicle-mediated transport and defense/immune/stress response (cluster 2). Genes associated with corresponding GO or pathway terms are listed, together with the mean of the fold change (<FC>).
(XLSX)

Table S6 (Related to Table 1.) Comparison of the set of up-regulated genes with MnSOD responsive genes. MnSOD-dependent genes identified in MnSOD-overexpressing flies [13] and presenting transcriptional modifications in the aging heart are listed. Cluster indexes identify either repressed genes (cluster = 1) or induced genes (cluster = 2). There is significant overlap (p<10^−20^ see Table 1) between the two studies among the 147 genes over-expressed in both conditions. In contrast, no enrichment is observed for down-regulated genes.
(XLSX)

Table S7 (Related to Table 1.) Comparison of the set of up-regulated genes with paraquat -responsive genes. Oxidative stress-dependent genes identified in paraquat-treated flies [14] and presenting transcriptional modifications in the aging heart are listed. Cluster indexes identify either repressed genes (cluster = 1) or induced genes (cluster = 2). There was significant overlap (p<2 10^−5^ see Table 1) between the 64 genes overexpressed in the two conditions. In contrast no enrichment was observed for downregulated genes.
(XLSX)

Table S8 (Related to Table 1.) *cis*TargetX analysis and prediction of putative Vri and AP1 target genes. Cluster 1 and 2 gene sets were separately subjected to *cis*TargetX analysis with a z score cutoff set at 2.5. The motifs and corresponding enrichment scores (z score), as provided by the web server, are given for each case. Putative target genes for dNFIL3, AP1 and dEvi-1 are indicated for the most over-represented motif in each case (using the “candidate target” function of the web server, which provides the significantly highly ranked genes for a selected motif).
(XLSX)

Table S9 (Related to Table 1.) Comparison of the set of up-regulated genes with JNK-pathway-responsive genes. JNK pathway-dependent genes modulated following innate immune challenge were identified in two studies on Drosophila S2 cells [17], [18]. Cluster 2 genes also found among Hemipterous (hep, the JNK MAP kinase-Kinase)-dependent genes = and/or Basket (bsk, the JNK MAP kinase)-dependent genes  = following Lipo-polysaccharide challenge are listed. Hep- and Bsk-dependent genes represent a total of 133 non redundant genes, of which 29 are present in cluster 2 (p<10^−7^ see Table 1).
(XLSX)

Table S10 (Related to Table 1.) Over-represented biological processes in candidate Vri and AP1 target genes. Gene Ontology terms and Pathway enrichment in putative dNFIL3 and AP1 target genes (from cluster 1 and 2, respectively, see table S2) were identified using Flymine. Gene ontology (GO) and Pathway ID and names are indicated, together with the calculated P-value and associated genes in the corresponding clusters.
(XLSX)

Table S11 (Related to Figure 2, Figure 3, Figure S3, Figure S4.) Analysis of evolution of heart parameters as a function of age. For each different couple of conditions related to Figure 2, Figure 3, and Figures S3 and S4 (columns 2 and 3), we performed a linear fit of the data and analyzed the statistical significance between the slope of the two curves by the method of Zar [40]. The slopes of the fitted curves for the heart period and the P-value for the null hypothesis of similar slopes are reported in columns 4, 5 and 6 respectively. Similar data is reported in columns 7, 8 and 9 for the analysis of the Arrhythmicity Index. P-values corresponding to significant differences between the slopes are outlined in grey. To allow comparisons between all the experiments, the data presented here correspond to analysis performed for ages greater or equal to 10 days. When data for 3 day old flies were available (Figure 3C and 3E) additional analysis were performed and provided similar conclusions for the significance of slope differences.
(XLSX)

Table S12 (Related to Table 2.) Genes differentially expressed between Catalase knockdown and Gain of Function. Differentially expressed genes between HandGS/UAS>Cat-IR and HandGS/UAS>Cat cardiac tubes from 40 days old flies fed on RU486 containing food are listed. FlyBase unique identifier (FB ID), gene symbol and computer gene numbers (annotation ID) are indicated. For each gene, the mean value of the fold change (<FC>) and the corrected P value, as calculated using Rank Product software (see Experimental procedure) are indicated. Clusters of genes induced or repressed in Catalase knockdown compared to Gain of Function are shown.
(XLSX)

Table S13 (Related to Table 2.) Biological processes over-represented among genes differentially expressed between Catalase knockdown and Gain of Function. Gene Ontology terms in differentially expressed genes were identified using Flymine. Gene ontology (GO) ID and name are indicated, together with the calculated P-value and associated genes in corresponding clusters.
(XLSX)

Table S14 (Related to Table 3.) Genes repressed upon dJun knockdown. Genes down regulated in HandGS/UAS>dJun-IR cardiac tubes from 40 days old flies fed on RU486 containing food compared to cardiac tubes of the same genotype and age fed on food not containing RU486 are listed. FlyBase unique identifier (FB ID), gene symbol and computer gene numbers (annotation ID) are indicated. For each gene, the mean value of the fold change (<FC>) and the corrected P value, as calculated using Rank Product software (see Experimental procedure) are indicated.
(XLSX)

Table S15 (Related to Table 3.) Biological processes over-represented among genes repressed upon dJun knockdown. Gene Ontology terms in differentially expressed genes were identified using Flymine. Gene ontology (GO) ID and name are indicated, together with the calculated P-value and associated genes in corresponding clusters.
(XLSX)

Text S1 Detailed Materials and Methods.
(DOCX)

Video S1 Heart beats of a 10-day-old fly. The movie is acquired on a 10-day-old *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+) male fly. The speed of the movie is 10 fps (Frames per second).
(AVI)

Video S2 Heart beats of a 45-day-old fly. The movie is acquired on a 45-day-old *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+) male fly. The speed of the movie is 10 fps.
(AVI)

Video S3 Heart beats of a 60-day-old fly. The movie is acquired on a 60-day-old *w/Y;UAS-mitoGFP/+; Hand-GS/+* (+) male fly. The speed of the movie is 10 fps.
(AVI)

Video S4 Heart beats of a 60-day-old Cat-IR fly. The movie is acquired on a 60-day-old *w/Y;UAS-mitoGFP/+; Hand-GS/UAS-Catalase-IR* (Cat-IR) male fly. The speed of the movie is 10 fps.
(AVI)

Video S5 Heart beats of a 60-day-old Cat OE fly. The movie is acquired on a 60-day-old *w/Y;UAS-mitoGFP/UAS-Catalase* male fly. The speed of the movie is 10 fps.
(AVI)

Video S6 Heart beats of a 60-day-old fly treated with EUK-8. The movie is acquired on a *w/Y;UAS-mitoGFP/+; Hand-GS/+* male fly treated with EUK-8 (0.2 mM) from the age of 30 days. The speed of the movie is 10 fps.
(AVI)

Video S7 Heart beats of a 45-day-old dJun-IR fly. The movie is acquired on a 45-day-old *w/Y;UAS-mitoGFP/+;Hand-GS/UAS-dJun-IR* (dJun-IR) male fly. The speed of the movie is 10 fps.
(AVI)

Video S8 Heart beats of a 45-day-old vrille OE fly. The movie is acquired on a 45-day-old *w/Y;UAS-mitoGFP/UAS-vrille; Hand-GS/+* (vrille OE) male fly. The speed of the movie is 10 fps.
(AVI)

Video S9 Heart beats of a 45-day-old vrille-IR fly. The movie is acquired on a 45-day-old */Y;UAS-mitoGFP/UAS-vrille-IR; Hand-GS/+* (vrille-IR) male fly. The speed of the movie is 10 fps.
(AVI)

## References

[1] LakattaEG (2001) Heart aging: a fly in the ointment? Circ Res 88: 984–986.1137526610.1161/hh1001.091963

[2] OccorK, PerrinL, Lim HY, QuianL, BodmerR (2007) Genetic control of heart function and aging in Drosophila. Trends Cardiovasc Med 17 5: 177–182.1757412610.1016/j.tcm.2007.04.001PMC1950717

[3] PaternostroG, VignolaC, BartschDU, OmensJH, McCullochAD, et al (2001) Age-associated cardiac dysfunction in Drosophila melanogaster. Circ Res 88: 1053–1058.1137527510.1161/hh1001.090857

[4] WessellsRJ, FitzgeraldE, CypserJR, TatarM, BodmerR (2004) Insulin regulation of heart function in aging fruit flies. Nat Genet 36: 1275–1281.1556510710.1038/ng1476

[5] RinconM, RudinE, BarzilaiN (2005) The insulin/IGF-1 signaling in mammals and its relevance to human longevity. Exp Gerontol 40: 873–877.1616860210.1016/j.exger.2005.06.014

[6] AkasakaT, KlinedinstS, OcorrK, BustamanteEL, KimSK, et al (2006) The ATP-sensitive potassium (KATP) channel-encoded dSUR gene is required for Drosophila heart function and is regulated by tinman. Proc Natl Acad Sci U S A 103: 11999–12004.1688272210.1073/pnas.0603098103PMC1567687

[7] AertsS, QuanXJ, ClaeysA, Naval SanchezM, TateP, et al (2010) Robust target gene discovery through transcriptome perturbations and genome-wide enhancer predictions in Drosophila uncovers a regulatory basis for sensory specification. PLoS Biol 8: e1000435 doi:10.1371/journal.pbio.1000435 2066866210.1371/journal.pbio.1000435PMC2910651

[8] ZahnJM, SonuR, VogelH, CraneE, Mazan-MamczarzK, et al (2006) Transcriptional profiling of aging in human muscle reveals a common aging signature. PLoS Genet 2: e115 doi:10.1371/journal.pgen.0020115 1678983210.1371/journal.pgen.0020115PMC1513263

[9] GirardotF, LasbleizC, MonnierV, TricoireH (2006) Specific age-related signatures in Drosophila body parts transcriptome. BMC Genomics 7: 69.1658457810.1186/1471-2164-7-69PMC1481561

[10] LandisGN, AbduevaD, SkvortsovD, YangJ, RabinBE, et al (2004) Similar gene expression patterns characterize aging and oxidative stress in Drosophila melanogaster. Proc Natl Acad Sci U S A 101: 7663–7668.1513671710.1073/pnas.0307605101PMC419663

[11] BrinkTC, DemetriusL, LehrachH, AdjayeJ (2009) Age-related transcriptional changes in gene expression in different organs of mice support the metabolic stability theory of aging. Biogerontology 10: 549–564.1903100710.1007/s10522-008-9197-8PMC2730443

[12] MullerFL, LustgartenMS, JangY, RichardsonA, Van RemmenH (2007) Trends in oxidative aging theories. Free Radic Biol Med 43: 477–503.1764055810.1016/j.freeradbiomed.2007.03.034

[13] CurtisC, LandisGN, FolkD, WehrNB, HoeN, et al (2007) Transcriptional profiling of MnSOD-mediated lifespan extension in Drosophila reveals a species-general network of aging and metabolic genes. Genome Biol 8: R262.1806768310.1186/gb-2007-8-12-r262PMC2246264

[14] GirardotF, MonnierV, TricoireH (2004) Genome wide analysis of common and specific stress responses in adult drosophila melanogaster. BMC Genomics 5: 74.1545857510.1186/1471-2164-5-74PMC526417

[15] PotierD, AtakZK, SanchezMN, HerrmannC, AertsS (2012) Using cisTargetX to predict transcriptional targets and networks in Drosophila. Methods Mol Biol 786: 291–314.2193863410.1007/978-1-61779-292-2_18

[16] WangMC, BohmannD, JasperH (2003) JNK signaling confers tolerance to oxidative stress and extends lifespan in Drosophila. Dev Cell 5: 811–816.1460208010.1016/s1534-5807(03)00323-x

[17] BoutrosM, AgaisseH, PerrimonN (2002) Sequential activation of signaling pathways during innate immune responses in Drosophila. Dev Cell 3: 711–722.1243137710.1016/s1534-5807(02)00325-8

[18] KimT, YoonJ, ChoH, LeeWB, KimJ, et al (2005) Downregulation of lipopolysaccharide response in Drosophila by negative crosstalk between the AP1 and NF-kappaB signaling modules. Nat Immunol 6: 211–218.1564080210.1038/ni1159

[19] MooreAW, JanLY, JanYN (2002) hamlet, a binary genetic switch between single- and multiple- dendrite neuron morphology. Science 297: 1355–1358.1219379010.1126/science.1072387

[20] CowellIG (2002) E4BP4/NFIL3, a PAR-related bZIP factor with many roles. Bioessays 24: 1023–1029.1238693310.1002/bies.10176

[21] RomanG, EndoK, ZongL, DavisRL (2001) P[Switch], a system for spatial and temporal control of gene expression in Drosophila melanogaster. Proc Natl Acad Sci U S A 98: 12602–12607.1167549610.1073/pnas.221303998PMC60100

[22] ChomaMA, IzattSD, WessellsRJ, BodmerR, IzattJA (2006) Images in cardiovascular medicine: in vivo imaging of the adult Drosophila melanogaster heart with real-time optical coherence tomography. Circulation 114: e35–36.1683199110.1161/CIRCULATIONAHA.105.593541

[23] FealaJD, OmensJH, PaternostroG, McCullochAD (2008) Discovering regulators of the Drosophila cardiac hypoxia response using automated phenotyping technology. Ann N Y Acad Sci 1123: 169–177.1837558910.1196/annals.1420.019

[24] YuL, LeeT, LinN, WolfMJ (2010) Affecting Rhomboid-3 function causes a dilated heart in adult Drosophila. PLoS Genet 6: e1000969 doi:10.1371/journal.pgen.1000969 2052388910.1371/journal.pgen.1000969PMC2877733

[25] FinkM, Callol-MassotC, ChuA, Ruiz-LozanoP, Izpisua BelmonteJC, et al (2009) A new method for detection and quantification of heartbeat parameters in Drosophila, zebrafish, and embryonic mouse hearts. Biotechniques 46: 101–113.1931765510.2144/000113078PMC2855226

[26] DaiDF, SantanaLF, VermulstM, TomazelaDM, EmondMJ, et al (2009) Overexpression of catalase targeted to mitochondria attenuates murine cardiac aging. Circulation 119: 2789–2797.1945135110.1161/CIRCULATIONAHA.108.822403PMC2858759

[27] TanguyS, BoucherFR, MalfroyB, de LeirisJG (1996) Free radicals in reperfusion-induced arrhythmias: study with EUK 8, a novel nonprotein catalytic antioxidant. Free Radic Biol Med 21: 945–954.893788010.1016/s0891-5849(96)00231-6

[28] MortenKJ, AckrellBA, MelovS (2006) Mitochondrial reactive oxygen species in mice lacking superoxide dismutase 2: attenuation via antioxidant treatment. J Biol Chem 281: 3354–3359.1632671010.1074/jbc.M509261200

[29] KawakamiS, MatsudaA, SunagawaT, NodaY, KanekoT, et al (2009) Antioxidant, EUK-8, prevents murine dilated cardiomyopathy. Circ J 73: 2125–2134.1974948010.1253/circj.cj-09-0204

[30] MatsuzawaA, IchijoH (2008) Redox control of cell fate by MAP kinase: physiological roles of ASK1-MAP kinase pathway in stress signaling. Biochim Biophys Acta 1780: 1325–1336.1820612210.1016/j.bbagen.2007.12.011

[31] RoseBA, ForceT, WangY (2010) Mitogen-activated protein kinase signaling in the heart: angels versus demons in a heart-breaking tale. Physiol Rev 90: 1507–1546.2095962210.1152/physrev.00054.2009PMC3808831

[32] EssersMA, WeijzenS, de Vries-SmitsAM, SaarloosI, de RuiterND, et al (2004) FOXO transcription factor activation by oxidative stress mediated by the small GTPase Ral and JNK. EMBO J 23: 4802–4812.1553838210.1038/sj.emboj.7600476PMC535088

[33] OhSW, MukhopadhyayA, SvrzikapaN, JiangF, DavisRJ, et al (2005) JNK regulates lifespan in Caenorhabditis elegans by modulating nuclear translocation of forkhead transcription factor/DAF-16. Proc Natl Acad Sci U S A 102: 4494–4499.1576756510.1073/pnas.0500749102PMC555525

[34] WangMC, BohmannD, JasperH (2005) JNK extends life span and limits growth by antagonizing cellular and organism-wide responses to insulin signaling. Cell 121: 115–125.1582068310.1016/j.cell.2005.02.030

[35] BerardoA, MusumeciO, ToscanoA (2011) Cardiological manifestations of mitochondrial respiratory chain disorders. Acta Myol 30: 9–15.21842587PMC3185833

[36] RadyukSN, MichalakK, KlichkoVI, BenesJ, RebrinI, et al (2009) Peroxiredoxin 5 confers protection against oxidative stress and apoptosis and also promotes longevity in Drosophila. Biochem J 419: 437–445.1912823910.1042/BJ20082003PMC2842572

[37] WengYJ, HsiehDJ, KuoWW, LaiTY, HsuHH, et al (2010) E4BP4 is a cardiac survival factor and essential for embryonic heart development. Mol Cell Biochem 340: 187–194.2018646210.1007/s11010-010-0417-6

[38] BiteauB, KarpacJ, HwangboD, JasperH (2011) Regulation of Drosophila lifespan by JNK signaling. Exp Gerontol 46: 349–354.2111179910.1016/j.exger.2010.11.003PMC3079798

[39] BiteauB, HochmuthCE, JasperH (2008) JNK activity in somatic stem cells causes loss of tissue homeostasis in the aging Drosophila gut. Cell Stem Cell 3: 442–455.1894073510.1016/j.stem.2008.07.024PMC3225008

[40] Zar J (1984). Biostatistical Analysis. 2nd ed: Prentice-Hall.

# Supplementary material for: dJun and Vri/dNFIL3 Are Major Regulators of Cardiac Aging in Drosophila
**Source:** PLoS Genet. 2012 Nov 29;8(11):e1003081. doi: 10.1371/journal.pgen.1003081
**Supplement:** Text S1 — Detailed Materials and Methods.

Supporting Information

**Supporting Materials and Methods**

**Drosophila genetics and molecular biology:**

UAS-Cat (w[1]; P{w[+mC]=UAS-Cat.A}2 ), UAS-Sod1 (w[1]; P{w[+mC]=UAS-Sod.A} B36) [[1](#_ENREF_1)], UAS-dJun-IR (y1 v1; P{TRiP.JF01184}attP2), UAS-dJun OE (y[1]w[1118]; P{w[+mC]=UAS-Jra}2), UAS-vrille-IR (II) (y1 v1; P{TRiP.JF02011}attP2) and UAS-mitoGFP (w[1118]; P{w[+mC]=UAS-mitoGFP.AP}2/CyO) were obtained from the Bloomington Stock Center. UAS-Cat-IR (w[1118]; P{GD1291}v6283), UAS-sgs1-IR (w1118; P{GD10097}v21206), UAS-dJun-IR (II) (w1118 P{GD4400}v10835) and UAS-Kayak-IR (w[1118]; P{GD1469}v6212/TM3)were obtained from the VDRC Stock Center. UAS-Sod1-IR (w; P{w[+mC]=UAS-Sod.IR}3 ) [[2](#_ENREF_2)] and UAS-luciferase were kindly provided by J. Phillips and T. Preat, respectively. UAS-vrille-IR and UAS-vrille[[3](#_ENREF_3)]were kindly provided by R. Terracol. The UAS-CatB transgene was obtained by standard transgenesistechniques after cloning a Xho1-EcoRI fragment of the GH09387 cDNA (gene CG9314) into the pUAST vector. The efficiencies of UAS-dJun-IR and UAS-Cat-IR were tested by RT-q-PCR.

Hand>GeneSwitch transgene: The pP(UAS-GeneSwitch) vector [[4](#_ENREF_4)] was modified to remove the 5XUAS sequence and the Not1 restriction site downstream from the hsp70 promoter, and to introduce single Spe1 and Not1 restriction sites upstream from the hsp70 promoter; the resulting construct contains a short (Mlu1/Spe1/Not1) MCS upstream from the GeneSwitch ORF driven by hsp70 minimal promoter, and was named pHsp70 GeneSwitch. The Hand Delta VM enhancer was excised from PCR2 TOPO (Intron 3 of Hand gene, Delta 1074/1374; from Paululat lab, See [[5](#_ENREF_5)] using Spe1 and Not1 and ligated between the Spe1 /Not 1 in pHsp70 GeneSwitch. Standard P element transformation was used to generate transgenic lines. All seven independent transgenic lines tested demonstrated cardiac-specific expression of GFP when crossed to UAS>GFP lines and induced with RU486. The line displaying the strongest GFP induction was selected for use in this study.

For cardiac imaging experiments, flies were collected within 24 hours of eclosion under brief CO2 anesthesia and housed in groups of 30. Culture conditions and RU treatment were as described in [[6](#_ENREF_6)]. Flies were raised at 26°C under a 12hr-12hr light cycle and transferred every two days onto fresh food. A stock solution (10 mM) of EUK-8 (CALBIOCHEM) was prepared in deionised water and stored in the dark at 4°C. EUK-8 was incorporated in the food medium at a final concentration of 0.2 mM.

**Cardiac Transcriptome Dynamics between 10 days and 40 days:**

- RNA extraction, labeling and microarray hybridization:

Cardiac tubes were hand dissected from aged individuals. For each sample, 10 cardiac tubes were dissected and stored at -80°C in 300 µl of Trizol solution prior to extraction of total RNA. Four samples of 10 cardiac tubes each were generated for each time-point so as to have four biological replicates. RNA extraction, amplification and labeling was performed essentially according to [[7](#_ENREF_7)]. Extracted total RNA (~100 ng) was analyzed using an Agilent 2100 Bioanalyser and RNA 6000 Picochips following the manufacturers’ instructions to monitor RNA quality. mRNA was selectively amplified with the Amino AllylMessageAmp^TM^ II aRNA Amplification Kit (Ambion). The aRNA procedure begins with total RNA that is reverse transcribed using an oligo(dT) primer containing a T7 RNA polymerase promoter sequence. After second strand synthesis, the cDNA serves as template for T7 *in vitro* transcription (IVT). aRNA quality was verified with an Agilent Bioanalyser and subjected to a second round of amplification with a second IVT configured to incorporate the modified nucleotide (amino allyl UTP) into the aRNA for subsequent indirect labeling with fluorescent dyes Cy3 and Cy5. Dye-swap replications, in which each hybridization is done twice, with dye assignments reversed in the second hybridization, were used with a design which allows direct comparison between time points (see scheme). This method allows technical replicates and eliminates variation that might result from differences in fluorescence dye intensities.

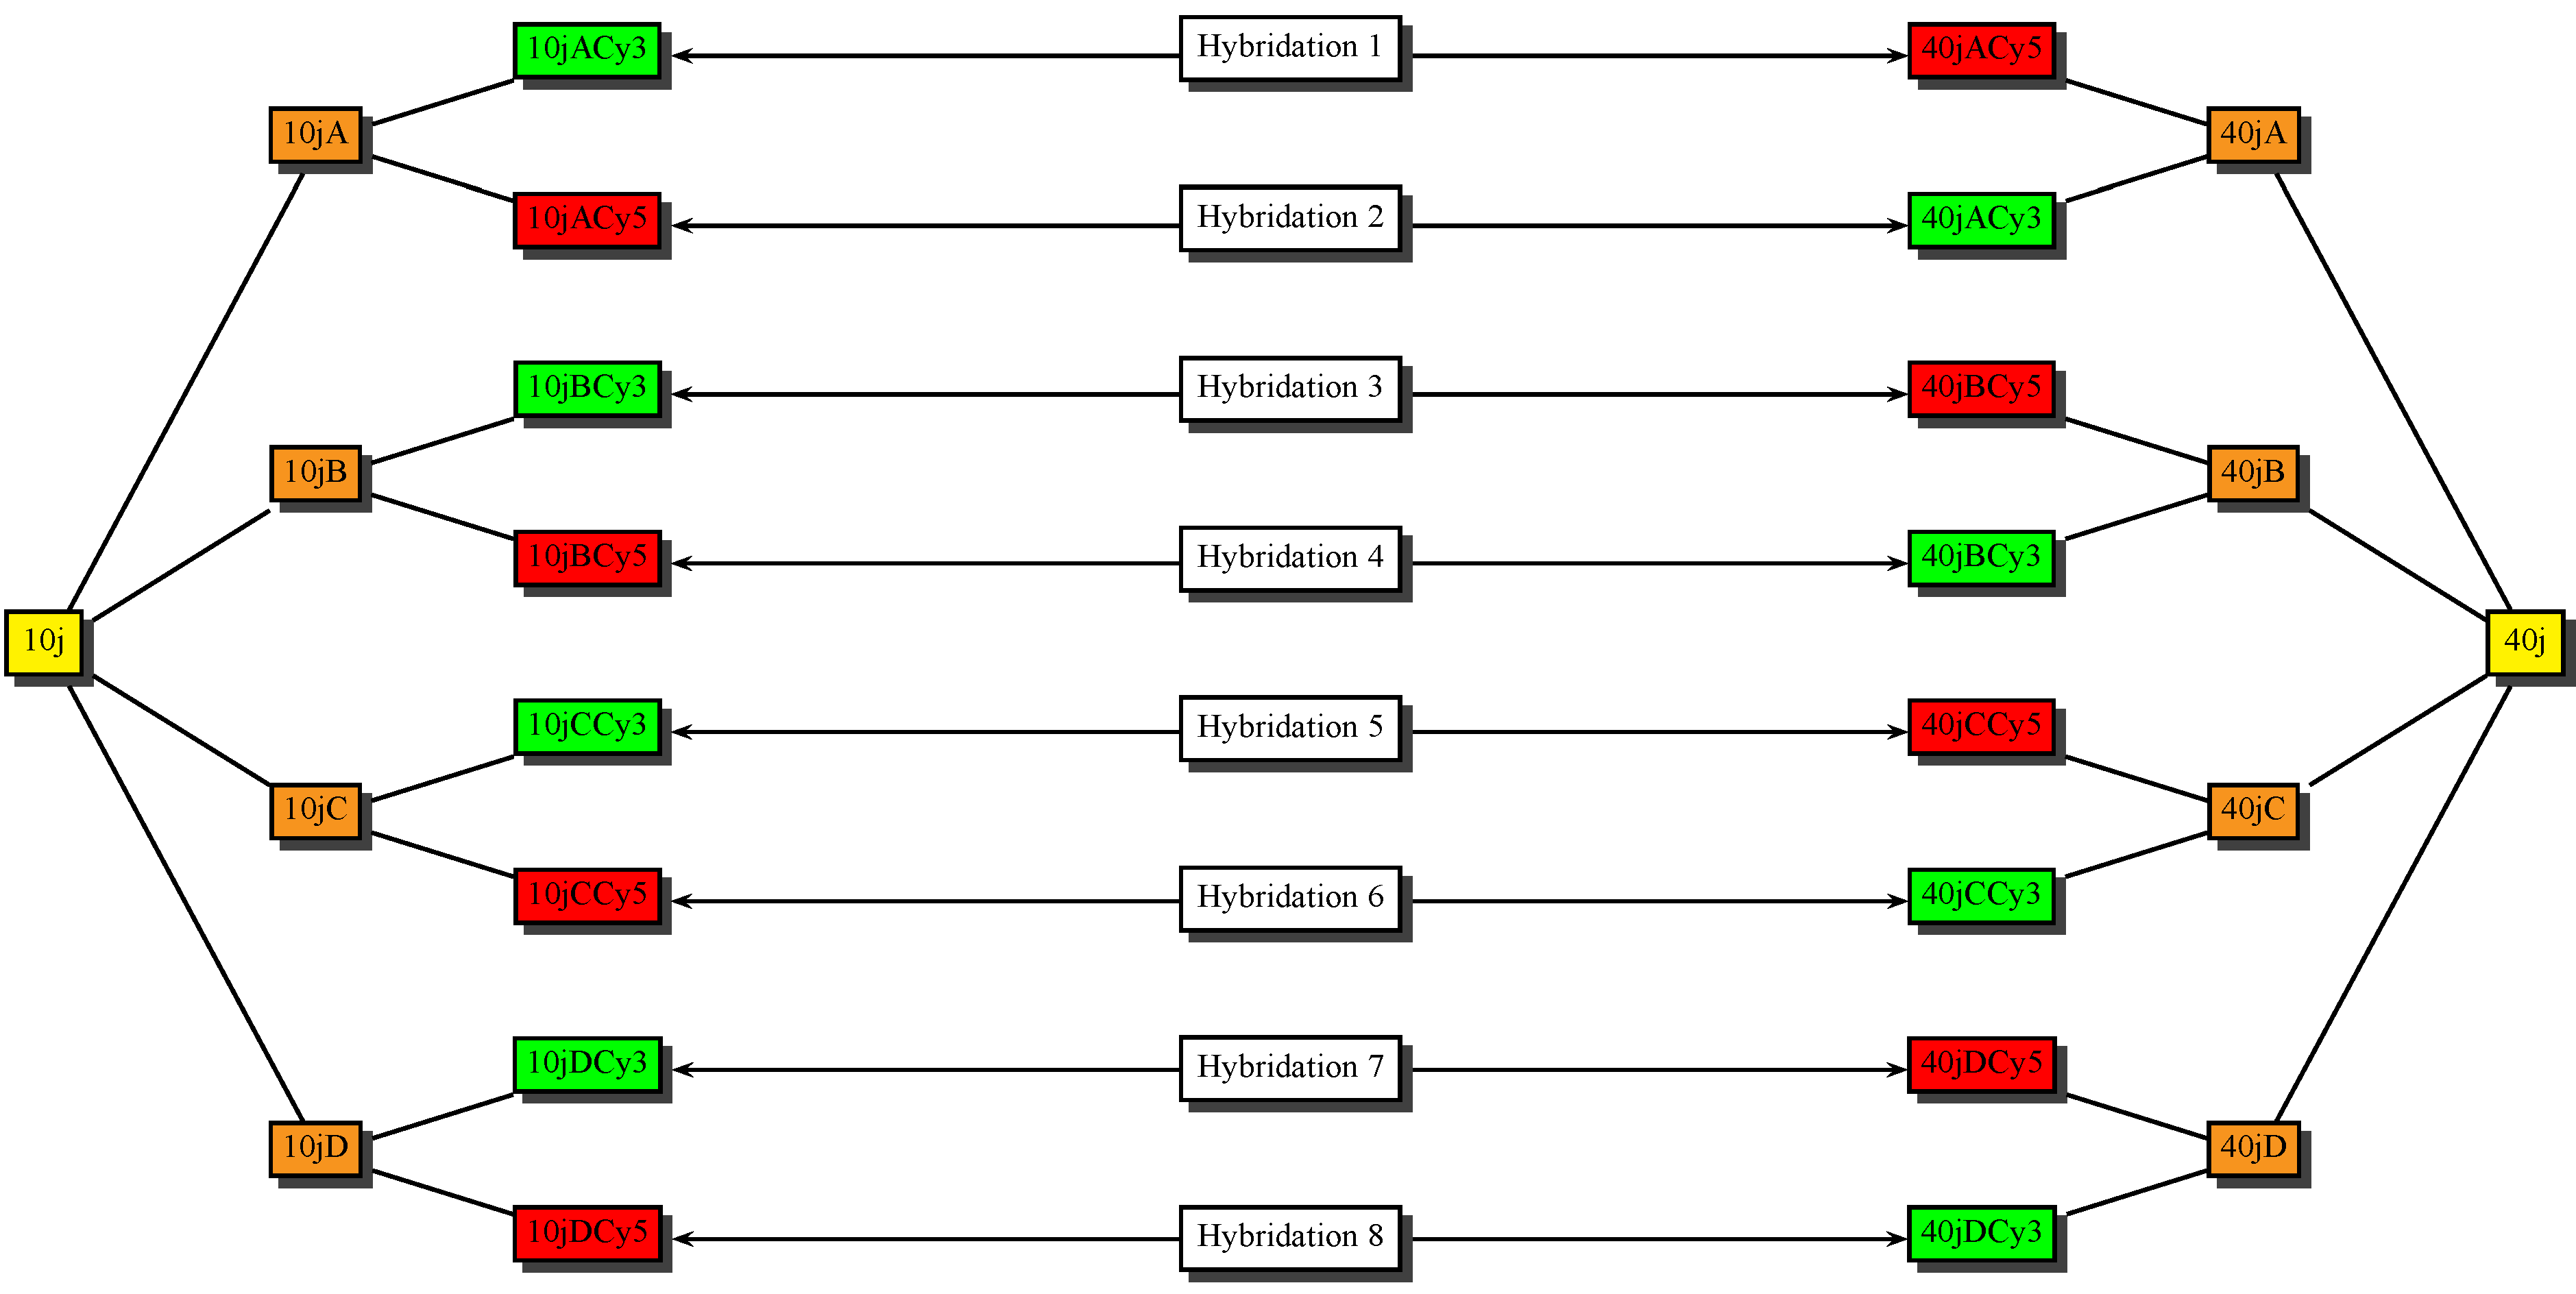

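The array files hold 137099 probes, of which 132999 belong to 16637 transcripts and 4100 are random control sequences. The number of transcripts equals the paper's stated 16637 genes; the identifiers in the files are FlyBase transcript numbers, and a gene with several annotated transcripts appears more than once. CG1648, for instance, is represented by 2 transcripts, which fell by 1.85 and 1.61 on the log2 scale.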

Labeled aRNA samples were mixed in equal proportions and fragmented with the RNA Fragmentation Reagents (Ambion) to enhance aRNA hybridization, and then hybridized on Drosophila Melanogaster HX12 oligonucleotide microarrays (NimbleGen) that contained 137 489 probes (60 mers) representing 16637 genes. After competitive hybridization (using NimBleGen hybridization chambers) at 42°Cfor 16 hours with 150 pmol of dye per sample, the slides were scanned.

- Data treatment and analysis: Lowes normalization of primary expression data was performed. The LIMMA package was used to identify genes with statistically significant differences in gene expression. A predicted false discovery rate of 0.01% was used as the threshold for differential expression. 

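The adjusted p-values that the paper lists in Table S1 reach 0.00999125, the upper end that a threshold of 0.01 gives. In the limma fit of the same arrays here, 31 transcripts passed an adjusted p of 0.01 and 0 passed 0.0001, the threshold written as a percentage in Text S1, with the 4 replicate ratios as units (2934 transcripts at an unadjusted p under 0.05). CG6981, CG4847, AttA and nimC4 shared the lowest adjusted p of a transcript, 0.0060.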

The final dataset comprises 3161 probes representing 1121 unique genes differentially expressed between the two time points.

Gene expression data comparisons were made between our microarray dataset and previously published microarray datasets. Enrichment p-values were based on a test following the hypergeometric distribution. Flymine (<http://www.flymine.org/>) was used to identify statistically relevant over-represented Gene Ontology (GO) and pathway terms in our gene datasets.

- CisTarget X analysis: the cisTargetX method was used essentially as described in [[8](#_ENREF_8),[9](#_ENREF_9)]through the web interface (<http://med.kuleuven.be/cme-mg/lng/cisTargetX/>). The automatic Z score (2.5) was used as the threshold. Clusters 1 and 2 were submitted separately, and over-represented motifs predicted above the threshold are shown in Table S9. Predicted target genes for selected motifs were retrieved using the “candidate targets” link in the result page. **40 days cardiac transcriptome modifications induced by Catalase and dJun genetic manipulation:**
- RNA extraction, labeling and microarray hybridization:

RNA extraction and quantification was performed as above. RNA amplification and labeling was performed using Agilent RNA labeling procedure and hybridized on Agilent 44K Drosophila expression arrays following manufacturer instructions. 3 biological replicates were analyzed for each condition, all being labeled with Cy3 and hybridized on separate arrays.

- Data treatment and analysis: Between arrays quantile normalization of primary expression data was performed. The Rank Product software, included in the TMev package, was used to identify genes with statistically significant differences in gene expression. For Catalase Loss of Function and Gain of Function comparisons, predicted false discovery rate of 0.1% was used as the threshold for differential expression. In the case of dJunRNAi analysis, genes that are downregulated by a factor of at least 1.5 fold were retained for analysis

Gene expression data comparisons were made within our microarray dataset and with previously published microarray datasets. Enrichment p-values were based on a test following the hypergeometric distribution. Flymine (<http://www.flymine.org/>) was used to identify statistically relevant over-represented Gene Ontology (GO) and pathway terms in our gene datasets.

**Q-PCR**:

Confirmation of transcriptome dynamics between 10 and 40 days:200 ng of aRNA was reverse transcribed with 100 U of Reverse transcripase (SuperScript Invitrogen) in a reaction volume of 20 µl. In all cases, three technical replicates were performed on three biological samples for mRNA quantification. The relative abundance of transcripts was assessed using *rp49* to normalize data. Reactions in SYBR®GreenERqPCRSuperMix (Invitrogen) were performed using the CFX® Real-Time PCR Detection System (Bio-Rad Laboratories Inc.). For PCR, 10 ng of cDNA were used together with 200 nM of each primers in 25 µl.

Analysis of the effect of *vri* overexpression on its putative targets: Total RNA was extracted from 10 days old adult flies (w, UAS>Vri; da>GeneSwitch) fed or not with 100 µg/ml RU486 and 1 µg of total RNA was reverse transcribed as above. Q PCR was performed as above.

The sequences of the specific primers are listed in the table below:

| **gene** | **forward primer** | **reverse primer** |
| --- | --- | --- |
| Catalase | acaagatgctgcatggtcgtc | tcctggttgtccgtcacattc |
| ATPsyn-Cf6 | tccagttccccgatgttaag | cgaatcgcttgttgttttcc |
| Prx5 | acgatccctttgtgatgtcc | gacattcagctcggtcacct |
| CG11015 | attggttcaagctggtggag | gccctttcactcctctctgtt |
| CG6981 | agggttacatgtccgacgag | tgcgattggtatccccacta |
| rost | gtgacctttgtgggcatctt | ggtgcccatgaggtgatatt |
| tsp42Ed | tggagaagatcgtccagacc | gttagtgcgcaggttccatt |
| dJun | agactgaaaccccctcgaat | gctgttcgttatcgctctcc |
| rp49 | gacgcttcaagggacagtatctg | aaacgcggttctgcatgag |

***In vivo* imaging of fly hearts.**

Flies, expressing the GFP protein targeted to mitochondria (mitoGFP) to label the cardiac tube,were briefly anesthetized with Triethylamine (Flynap, Carolina Biological Supply Co) as described in [[10](#_ENREF_10)], fixed by their wings onto glass slides (Figure S2, A) and observed with a Zeiss SteREO Lumar.V12 Stereomicroscope, using a NeoLumar S 1.5× objective. Video movies were acquired with an AxioCamHR Camera (32 frames per second, 1000 frames per movie, frame size 173,5 x 694 μm).

**Automated detection and quantification of heartbeat**

For every video, the 1000 frames were flattened into one by using the ImageJ function Zproject ([Max Intensity]). The picture generated wasthresholded for light intensity by using the set AutoThreshold function. The anterior part of the heart (abdominal segments A1/A2) was then detectedwith the Analyze Particles tool from ImageJ (minimum size = 200, maximum size = 9000, circularity = 0 – 0.99). The automatic positioning of the acquisition zone used the XM variable as the abscissa origin for the function MakeRectangle to generate a 1 pixel wide and 50 pixel high (the height the video field) row. M-Modes were generated by horizontal alignment of rows extracted at the same position from each movie frame (see Figure S2, B and C). A flattened picture showing the acquisition row was generated for each video for subsequent verification. The row was manually repositioned when required to improve the M-Mode quality (in this study for less than 8% of the movies). The macro was developed and tested using ImageJ 1.43s (NIH, USA).

An image processing algorithm was developed to generate cardiograms from M-mode images with Matlab R2010b (The Mathworks). Cardiograms are defined by the distance between the two maxima of mitochondrial fluorescence at each timepoint. The first step of the algorithm finds the position of the heart in M-mode images for each time point (red line in Figure S2 D). These positions are obtained using filtering and mathematical morphology [[11](#_ENREF_11)]as follows. Median filter is used to eliminate noise from the spatial dimension for each time point. A threshold using the Otsu’s method combined with mathematical morphology operators for filling holes is applied to a sliding window of 30 pixels width along the temporal axis to obtain binary images. This mask is used to identify the median position of the heart. Local maxima are then localized on each side of the median position of the heart (green plots in Figure S2 D). In the rare cases where one of the two maxima cannot be determined by the algorithm, the missing position is assumed to be at the same distance from the median position of the heart as the observed position on the other side. The cardiogram is finally generated by calculating distances between the two maxima for each time point. The second step of the algorithm computes the temporal position for each end-systolic and end-diastolic position of the heart by finding all local maxima and minima on the cardiogram. The resulting file from the previous analysis was incorporated in an Access DataBase to extract, for each cardiogram, higher order parameters. During this process, to take into account the limited spatial resolution of our system and prevent the detection of spurious events, we filtered the data so that the differences in amplitudes between consecutive diastolic and systolic positions are larger than 2 pixels. We then extracted the mean and standard deviation values for the heart period (HP, calculated as the duration between consecutive end-diastolic positions) and the End Diastolic diameter. An Arrhythmicity Index (AI) was calculated as the standard deviation of the HP normalized to the median HP [[12](#_ENREF_12)]. For each experimental condition, the distribution and the mean and standard deviation values of the HP and AI obtained from the relevant movies were calculated by appropriate requests. Statistical significance was assessed by non-parametric Wilcoxon analysis.The statistical significance between the slope of curves for HP or AI obtained in two different condition was assessed by the method of Zar[[13](#_ENREF_13)]), implemented in the GraphPad Prism package.

**References:**

1. Anderson PR, Kirby K, Hilliker AJ, Phillips JP (2005) RNAi-mediated suppression of the mitochondrial iron chaperone, frataxin, in Drosophila. Hum Mol Genet 14: 3397-3405.

2. Missirlis F, Hu J, Kirby K, Hilliker AJ, Rouault TA, et al. (2003) Compartment-specific protection of iron-sulfur proteins by superoxide dismutase. J Biol Chem 278: 47365-47369.

3. Szuplewski S, Kottler B, Terracol R (2003) The Drosophila bZIP transcription factor Vrille is involved in hair and cell growth. Development 130: 3651-3662.

4. Osterwalder T, Yoon KS, White BH, Keshishian H (2001) A conditional tissue-specific transgene expression system using inducible GAL4. Proc Natl Acad Sci U S A 98: 12596-12601.

5. Popichenko D, Sellin J, Bartkuhn M, Paululat A (2007) Hand is a direct target of the forkhead transcription factor Biniou during Drosophila visceral mesoderm differentiation. BMC Dev Biol 7: 49.

6. Tricoire H, Battisti V, Trannoy S, Lasbleiz C, Pret AM, et al. (2009) The steroid hormone receptor EcR finely modulates Drosophila lifespan during adulthood in a sex-specific manner. Mech Ageing Dev 130: 547-552.

7. Zeitouni B, Senatore S, Severac D, Aknin C, Semeriva M, et al. (2007) Signalling pathways involved in adult heart formation revealed by gene expression profiling in Drosophila. PLoS Genet 3: 1907-1921.

8. Aerts S, Quan XJ, Claeys A, Naval Sanchez M, Tate P, et al. (2010) Robust target gene discovery through transcriptome perturbations and genome-wide enhancer predictions in Drosophila uncovers a regulatory basis for sensory specification. PLoS Biol 8: e1000435.

9. Potier D, Atak ZK, Sanchez MN, Herrmann C, Aerts S (2012) Using cisTargetX to Predict Transcriptional Targets and Networks in Drosophila. Methods Mol Biol 786: 291-314.

10. Paternostro G, Vignola C, Bartsch DU, Omens JH, McCulloch AD, et al. (2001) Age-associated cardiac dysfunction in Drosophila melanogaster. Circ Res 88: 1053-1058.

11. Serra J, editor (1982) Image Analysis and Mathematical Morphology: Academic Press.

12. Fink M, Callol-Massot C, Chu A, Ruiz-Lozano P, Izpisua Belmonte JC, et al. (2009) A new method for detection and quantification of heartbeat parameters in Drosophila, zebrafish, and embryonic mouse hearts. Biotechniques 46: 101-113.

13. Zar J (1984). Biostatistical Analysis. 2nd ed: Prentice-Hall.

How the deposited data were processed for this re-analysis (not part of the article)

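Cardiac tubes dissected from male flies aged 10 and 40 days were compared, with 4 biological replicates at each age and 10 tubes per sample. Each of the 8 RNA samples was measured in 2 dyes on 8 arrays of 1 slide, which gives 16 channels. The authors deposited the scanner intensity of each probe and channel, written by NimbleScan 2.5.26 and not normalized, and a value table of linear intensity after their lowess normalization. In the value table the scale is linear, the medians of the columns run from 70.4 to 99.9, and the order of columns was taken from the samples they name. Both kinds of intensity cover 137099 probes, of which 4100 random control probes were left out of the tests.

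Scanner intensities were corrected with normexp (offset 50) and normalized within arrays by loess in limma 3.58.1 under R 4.3.3, with statmod 1.5.0 and data.table 1.17.8. Log2 ratios were turned to 40 over 10 days, the 2 arrays that the labels and Text S1 give to a replicate letter were averaged, and a transcript's ratio is the mean of its probes, 8 for 16617 of 16637 transcripts. The 4 ratios were tested against 0 with limma's moderated statistic (lmFit and eBayes) and Benjamini-Hochberg adjustment at 0.01, for transcripts and for probes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedure was tested on simulated data for the comparison of 40 and 10 days over 16637 transcripts. The simulated values were drawn independently of each other. The 4 ratios of the data may share 40-day extracts, so false calls from such sharing were not simulated. With 4 ratios it recovered 57% of 100 transcripts changed by 1 on the log2 scale and 87% of 100 changed by 2, with 2 false calls; with 4 samples against 4 it recovered 69% and 91%, with 3 false calls. The number of arrays limits the precision of each value, and between 22.1% and 29.7% of gene probes in a channel were brighter than the 95th percentile of the control probes.

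The arrays carry FlyBase transcript numbers. Names were taken from Table S1 or from matching Table S2 by value within 0.0005%, which after shuffling the folds matched 2 entries. For 654 transcripts named by both tables 627 had the same gene, 1 the same symbol and 26 another gene, for which the name in Table S1 was kept; DptB, Dro, Drs, SPE, dl, zip, Rho1 and Ir are such names. Repressed genes are named by Table S2 alone. Of the 20 genes that the paper names for this comparison 7 were named, and the other 13 are not reported. For genes with several transcripts the one with the most probes called by the study stands for the gene in the lists.

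The genes named in the text by rule are those the paper names, the 10 largest rises and 10 largest falls past the threshold with at least 3 probes and the same direction in the 4 ratios (only 4 genes fell), and for each list up to 4 members past the threshold or, where none passed, the 2 with the smallest p. MtnB, Hml, cher, Rac2 and Mst84Dc fall outside this rule. So do the genes said in their passages to be chosen or named after their values were seen. Values in the paper's tables had been seen when the rule and lists were written. The testis list was added after such genes had been seen among the repressed ones. The 32 lists, fixed before the data were examined, cover respiratory chain genes and their second copies, the tricarboxylic acid cycle, glycolysis, fatty acid oxidation, antimicrobial peptides, peptidoglycan recognition, Turandot genes, immune signalling, JNK and AP1, JNK output, antioxidants, detoxification, the circadian clock, heat shock, metallothioneins, sarcomere, ion handling, cardiac identity, extracellular matrix, actin regulators, vesicle transport, ribosomal proteins, the proteasome, and markers of fat body, haemocytes, testis, accessory gland, nephrocytes, neurons, gut and eye. In 27 of them at least 1 member was named. The tests of lists as sets that had been planned (camera and fry) were not run, because only genes called by the study have names and such a test would repeat that selection. For the same reason the planned counts adjusted over each list alone are not given.

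Alternatives set before the data were examined were no background correction, median centring, Aquantile, the value table, 8 arrays as independent replicates or with the letter as a random block or with a dye term, separate channels without the replicate block, a filter on dim probes, the median of probes, a trended robust prior, thresholds of 0.05 and 0.0001, and leaving out each replicate letter. The comparison of 4 value-table samples against 4, the scanner channels assigned as in the value table, and a fit on the 8 arrays of the value table were added after the data had been seen.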

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

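The splits below of the samples by label and of the signs of the 4 ratios were planned. Those of the value table's samples were added after the data had been seen. The bounds of all these splits were set down after the counts had been seen. The tests of the array pairing were set before their values were computed but after the pairing conflict had been noticed. Of 74 groups, the 4 replicate ratios of each of 68 genes and 6 signal measures of the 8 channels of an age, 7 had a value far from the others, by its gap to the nearest value over the whole range; the 7 were sets of replicate ratios, and chance gives about 5%, or 3.7 groups. For CG4847 the ratio of replicate B was -1.41 against -1.26 to -1.25 in the others. Cyp4p1 had 1.00 in replicate B against 0.67 to 0.72. Cyp12d1-d had -0.16 in replicate B against -0.54 to -0.49. CG7409, a small heat shock protein gene, had -1.86 in replicate A against -2.59 to -2.55. In TpnC47D, a troponin C gene, replicate C had -0.78 against -1.96 to -1.84. The profilin gene chic had 0.78 in replicate C against 1.32 to 1.34. CG12112 had 0.74 in replicate C against 0.84 in each of the others.

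Log ratios of arrays from different replicate letters resembled each other, for example 0.74 between array 2 of letter A and array 3 of letter B. If samples had been labelled in another order, the channels that the labels give to 1 extract of 40 days would not resemble each other, and their mean correlation was -0.13, against 0.74 for the pairs of the value table and 0.76 for the 10-day pairs. Likeness of neighbouring places on the slide is argued against, since 10-day channels of different extracts at neighbouring places had a mean correlation of -0.08 while 40-day channels at the same places had 0.75. At 40 days the label pairs ran from -0.34 to 0.32, below the 10-day pairs at 0.67 to 0.80. These values argue against the labels' pairing of the 40-day channels. A different order of the 40-day samples than the labels give is therefore a candidate explanation, though how it arose was not tested. No biological explanation was tested.

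Among the 35 splits of the 8 samples into 4 and 4, 1, the split by age itself, called 148 transcripts with the samples by label, and the highest of the others called 0. With the samples as in the value table the split by age called 56 and the highest other 0, again 1 of 35. That share, 0.029, is the smallest that 35 splits can give, and its bound was set after the counts had been seen. It argues against chance for this count without excluding it. Chance is left open for the 148. The 40-day samples by label may mix extracts (-0.13 above), so those splits are not of separate samples. For the 4 replicate ratios the signs allow 8 patterns, too few for a share under 0.05; the real pattern called 31 transcripts, 1 of the 8 did so, and the highest other called 0.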

How the results depend on the processing

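The count of transcripts higher and lower at 40 days was 24 and 7. It was 34 and 9 without background correction, 37 and 5 with median centring, 43 and 11 with dim probes left out, 21 and 3 with the median of probes, 27 and 1 with a trended robust prior and 222 and 33 at an adjusted p under 0.05. Loess with Aquantile gave identical counts because Aquantile leaves log ratios as they are. With 8 arrays as independent replicates it was 400 and 119, with the letter as a random block 277 and 63 and with a dye term 185 and 30. The value table by replicate letter gave 4 and 0 (1785 transcripts at an unadjusted p under 0.05). That fit pairs samples that, by the table's own assignment, did not share both arrays. A threshold of 0.0001 left 0 and 0 (2934 unadjusted). Added after the data had been seen, the value table's samples gave 50 and 6, 45 and 5 came from scanner channels assigned in its way, and 391 and 123 from its 8 arrays.

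Probes changed numbered 503, on 176 transcripts. Beyond 1.5 times these counts lay 268 transcripts with median centring, 70 probes on 26 transcripts in the value table by letter, 2855 on 1112 with 8 independent arrays, 2437 on 946 with the random block, 1546 on 587 with the dye term, 334 on 110 without dim probes, 1836 on 690 at 0.05, 0 on 0 at 0.0001, and, added later, 298 on 113 with reassigned channels and 3192 on 1225 with the value table's 8 arrays. Same-lettered samples of the 2 ages correlated at -0.04, 0.29, -0.13 and 0.38 by label. In the value table they correlated at -0.19, -0.03, 0.47 and 0.25. These mixed values do not decide whether the letter pairs the samples, and the 40-day samples by label may mix extracts. Without the replicate block 136 transcripts were higher and 12 lower. Without one replicate letter limma called 0 transcripts higher and 0 lower in each case (2925, 1610, 2937 and 1926 at an unadjusted p under 0.05 without A, B, C and D), with 3 ratios left to test; probes ranged from 0 (without B or D) to 670 (without C), with 76 without A, and their transcripts from 0 to 257. The cause was not tested for the other changes.

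None of the 68 transcripts named by the rule changed direction under any setting. Of the 68, 22 had passed the threshold; with 8 independent arrays 28 further ones passed and none was lost, while in the value table by letter 20 of the 22 were lost. Most probes lie near background, which limits what weakly expressed genes can show. Lists could not be tested as sets.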

Differences from the paper's values

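The paper reports 3097 changed probes in its text and 3161 in Text S1; here 503 passed an adjusted p of 0.01. Of the alternatives set before the data were examined, 8 arrays as independent replicates (2855) and 8 arrays with the letter as a random block (2437) fall within 1.5 times of the paper's numbers, and the others do not, with 1836 at 0.05 and 1546 with a dye term the nearest. A fit on the 8 arrays of the value table, chosen after seeing the values, gave 3192 and dropped 0 of the paper's 1998 probes used from Table S1.

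The paper gives 1107 genes, or 1121 in Text S1, and 176 transcripts had a changed probe here; 1112 with 8 independent arrays and 946 with the random block lie within 1.5 times, the other planned settings do not. For the paper's 635 induced genes the value was 153, and 8 independent arrays (726), the random block (620), the dye term (448) and a threshold of 0.05 (562) lie within 1.5 times. For the paper's 472 repressed genes it was 23, and 8 independent arrays (386) and the random block (326) lie within 1.5 times. Text S1 states a false discovery rate of 0.01%, while the paper's adjusted p in Table S1 reach 0.00999125; at 0.0001, 8 independent arrays called 413 probes and the value table's 8 arrays 485.

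For rost the paper's fold of 40 over 10 days is 4.15 in Table S2, which averages called probes only, and over all 8 probes it was 1.85 here, with a range of 1.60 to 2.32 over the planned settings, none within 1.5 times.

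The number of probes that the paper gives for the array is slightly higher than the 137099 in the files, while its number of genes equals the 16637 transcripts there.

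The paper states that RT-qPCR bore out the array changes of the 7 genes it tested. All 7 had the paper's direction here. This is not an independent check, since they were named through probes that the study called on these same arrays. Over its probes together 1 of the 7, CG6981, passed 0.01. With 8 arrays as independent replicates ATPsyn-Cf6 (adjusted p = 0.0037 from limma) and Tsp42Ed (adjusted p = 9.3e-05) also passed. That fit counts arrays of the same samples separately and so overstates the replication.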

Other observations

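The tests of testis RNA, of normalization and of the number of changed probes below were chosen after the results had been seen. Outside the groups described with the claims, stress and muscle genes had mixed values. CG7409 had a log2 ratio of 40 to 10 days of -2.40 (standard error 0.15, n = 4, adjusted p = 0.011 from limma) and passed with 4 samples against 4 (adjusted p = 0.0018). Of 22 heat shock genes only CG7409 and Hsc70-1 (-0.35) were named. Of 29 sarcomere genes 3 were named, 1 above and 2 below 0; the troponin C genes TpnC47D and TpnC73F had -1.61 (standard error 0.23, adjusted p = 0.059) and -0.68 (standard error 0.23, adjusted p = 0.25). Of 21 ion handling genes 3 were named, with a median of 0.18; the potassium channel gene KCNQ had 0.18 (standard error 0.04, adjusted p = 0.15). The carnitine carrier gene colt, the 1 named of 14 fatty acid oxidation genes, had -1.01 (standard error 0.22, adjusted p = 0.14), and the ribosomal protein gene RpL41 had -1.16 (standard error 0.09, adjusted p = 0.018). Pxn, of the extracellular matrix list, had -0.22 (standard error 0.08, adjusted p = 0.26).

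Named markers of other cell types had values above and below 0, and of these 1, the haemocyte marker nimC4, passed 0.01 over all transcripts. Of 14 fat body markers 4 were named, 2 above and 2 below 0, with Lsp2 at -1.65 (standard error 0.32, adjusted p = 0.11 from limma) and Mtp at 0.47 (standard error 0.08, adjusted p = 0.083). Of 15 haemocyte markers 6 were named, 2 above and 4 below 0. Among nephrocyte markers Mec2 had 0.74 (standard error 0.05, adjusted p = 0.017) and CG32702 -0.56 (standard error 0.18, adjusted p = 0.24). The neuron markers nrv3 and unc-13 had 0.47 (standard error 0.09, adjusted p = 0.11) and 0.41 (standard error 0.10, adjusted p = 0.18). Acp95EF, the 1 named accessory gland marker, had -1.75 (standard error 0.45, adjusted p = 0.18), and the testis markers Mst98Cb and Mst77F had -1.82 (standard error 0.42, adjusted p = 0.16) and -0.93 (standard error 0.20, adjusted p = 0.14). No member of the circadian clock, cardiac identity, proteasome, gut or eye lists was named.

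Second copies of respiratory chain genes and testis markers both had lower values at 40 days, and RNA from testis may have come with the dissected male hearts; the named marker with the highest signal, Mst84Dc, had a mean log2 signal of 12.4 at 10 days and 10.0 at 40 days (signals of different probes do not rank genes by abundance), but only genes repressed in the study are named, 5 of 31 markers, and the list was written after Mst84Dc, Mst98Ca and Mst98Cb had been seen in Table S2. Within each age, over 8 samples, the mean of the 8 second copies followed the mean of the testis markers with Pearson r = 0.77 (one-sided exact permutation p = 0.03; Spearman rho = 0.76, permutation p = 0.035; r = 0.86 without the 2 farthest samples), which after adjustment over 6 relations is p = 0.099 and leaves this open. For the 12 respiratory chain genes r was -0.01 (permutation p = 0.50) and Spearman rho 0.12 (permutation p = 0.42). Without the 2 farthest samples r was -0.28. These genes were not seen to follow the testis markers, but 8 samples are too few to exclude a part of testis RNA in their lower values. The median of the second copies was -0.83 with median centring and -0.96 without background correction, against -0.83 in the main setting. This argues against loess and background correction as the source of their lower values. All of these settings centre the log ratios, so that shared step was not tested. Of the 116 repressed genes that Table S12 also lists as lower with Catalase knockdown than overexpression (495 genes in the table used here, fewer than the paper's Table 2 gives), 56 followed the testis markers (r over 0.8 and SD over 0.3, set after seeing the values), against 36 of the 356 others (odds ratio 8.3, Fisher exact p = 3.3e-17, p = 1.3e-16 adjusted over 4 lists), but genes are not independent and 5 of 85 other orders of the samples within age with at least 10 such genes gave an odds ratio as large, so this too stays open. An effect of age on such genes within the heart was not tested.

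The study's number of changed probes was set against the unit of replication. The adjusted p of Table S1 follow those of a limma fit on the 8 arrays of the value table as independent replicates with a Spearman correlation of 0.99997 across 1998 probes, which are not independent, and that fit called 3192 probes. The authors' normalization is argued against as the source of the number, since the same values with the 8 samples as units called 350 probes. These values are consistent with a test in which dye-swapped arrays of the same samples counted as separate replicates, which is a hypothesis from the same data.

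Table S1 and Table S2 give different genes for 26 of 654 transcripts (4.0%). For 23 of these the name in Table S1 is a synonym of the gene in Table S2. Of the 23, 17 match exactly, as for Dro and Drs, and 6 only when case is ignored. Genes of Table S12 and Table S14 come from other heart samples that were not analysed here. Of the genes in Table S14 repressed by dJun knockdown, 138 were induced with a median log2 ratio of 0.71 between 10 and 40 days and 135 repressed with a median of -0.82; 7 of the 138 rose and 0 of the 135 fell at an adjusted p under 0.01 from limma. Of those in Table S12 that are higher with Catalase knockdown than overexpression, 60 were induced, with a median of 1.26, and 6 rose. Of the 135 repressed genes of Table S14, 45 followed the testis markers by the same limits, against 47 of the 337 others (odds ratio 3.09, Fisher exact p = 4.7e-06, p = 9.4e-06 adjusted over 4 lists). The 49 genes of mitochondrial bioenergetics in Table S5 went the other way, with 2 against 90 of the 423 others (odds ratio 0.157, Fisher exact p = 0.002, adjusted p = 0.0027), and of the 26 predicted Vri/NFIL3 targets 5 did, against 87 of the 446 others (odds ratio 0.982, Fisher exact p = 1). Genes are not independent in these tests.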
